# Skin healing and scale regeneration in fed and unfed sea bream, *Sparus auratus*

**DOI:** 10.1186/1471-2164-12-490

**Published:** 2011-10-07

**Authors:** Florbela A Vieira, Silvia F Gregório, Serena Ferraresso, Michael AS Thorne, Rita Costa, Massimo Milan, Luca Bargelloni, Melody S Clark, Adelino VM Canario, Deborah M Power

## Abstract

**Background:**

Fish scales are an important reservoir of calcium and phosphorus and together with the skin function as an integrated barrier against environmental changes and external aggressors. Histological studies have revealed that the skin and scales regenerate rapidly in fish when they are lost or damaged. In the present manuscript the histological and molecular changes underlying skin and scale regeneration in fed and fasted sea bream (*Sparus auratus*) were studied using a microarray 3 and 7 days after scale removal to provide a comprehensive molecular understanding of the early stages of these processes.

**Results:**

Histological analysis of skin/scales revealed 3 days after scale removal re-epithelisation and formation of the scale pocket had occurred and 53 and 109 genes showed significant up or down-regulation, respectively. Genes significantly up-regulated were involved in cell cycle regulation, cell proliferation and adhesion, immune response and antioxidant activities. 7 days after scale removal a thin regenerated scale was visible and only minor changes in gene expression occurred. In animals that were fasted to deplete mineral availability the expression profiles centred on maintaining energy homeostasis. The utilisation of fasting as a treatment emphasised the competing whole animal physiological requirements with regard to barrier repair, infection control and energy homeostasis.

**Conclusions:**

The identification of numerous genes involved in the mitotic checkpoint and cell proliferation indicate that the experimental procedure may be useful for understanding cell proliferation and control in vertebrates within the context of the whole animal physiology. In response to skin damage genes of immune surveillance were up-regulated along with others involved in tissue regeneration required to rapidly re-establish barrier function. Additionally, candidate fish genes were identified that may be involved in cytoskeletal re-modelling, mineralization and stem cells, which are of potential use in aquaculture and fish husbandry, as they may impact on the ability of the fish to produce structural proteins, such as muscle, efficiently.

## Background

In vertebrates the skin performs many functions, not least of which is protection from the external environment. It has a relatively well conserved organisation, composed of the epidermis, dermis, and hypodermis, but is obviously adapted to the habitat and environmental challenges that a particular species faces. In aquatic organisms, such as fish, the skin is also an important osmoregulatory organ and the scales act as a reservoir of minerals [1-5]. The living non keratinized epidermis and scales are a functional specialisation of teleost skin and the latter structures are dermal skeletal elements which form after metamorphosis in juvenile fish [6]. The scales in most teleosts are classified as elasmoid and consist of an external calcified layer and a thicker, partially calcified basal plate composed of closely packed type I collagen fibrils [7,8]. The basal plate overlays elasmoblasts (scale forming cells) and resorption involves the action of osteoclasts (scale resorbing cells) [9-13].

Scale removal in fish involves the loss of epidermal cells, scales and the superficial dermis. Such skin wounds heal rapidly in fish and the skin surface is quickly covered by mucus and re-epithelization from the wound margin occurs within a few hours [1,14]. Moreover, within a few weeks a new scale with the size and characteristics of a mature scale is completely re-grown [8,15]. This process of regeneration has been divided into four stages; starting with re-epithelization and the differentiation of scale-forming cells (day 1-2), followed by rapid production of external layer matrix (days 3-5), the production of basal-plate matrix (days 6-14) and finally partial mineralization of the basal plate (very intense by days 14-28) [8]. To date most studies on scale formation and/or regeneration have focussed on morphology [7,16], with a limited understanding of the associated molecular basis, which is restricted to single gene studies. For example, co-expression of the estrogen receptor 2a (*esr2a*), apolipoprotein Eb (*apoeb*) and sonic hedgehog (*shh*) has been linked to cell proliferation, differentiation and metabolic activity of the zebrafish epidermis in fin buds and growing scales [17-19]. The ectodysplasin-A-receptor (EDAR) has been shown to be required for scale initiation and may also be involved in the cross-talk between the epidermal basal cells and the differentiating scale-forming cells in medaka (*Oryzias latipes*) [20]. Moreover, recently MMP-2 and MMP-9 were shown to have a role in scale regeneration in zebrafish [21]. Removal of scales damages a key barrier of the innate immune system and consequently provokes an inflammatory response and activation of the processes associated with healing and skin and scale re-growth [22,23].

Along with their protective role, scales also provide a readily mobilized reservoir of calcium in periods of high-calcium demand and contribute to whole organism calcium homeostasis [2,3,24,25]. Calcium in its soluble form is essential for cellular enzyme activities, nerve and muscle function and is a significant component of skeletal architecture including bone and scales. Its levels are tightly regulated [26-28]. Calcium in bones and scales is closely associated with phosphorus in the form of hydroxyapatite. Hence regeneration and repair of scales not only affects calcium levels, but also those of phosphorus, which like calcium, is essential for bone integrity and has numerous other essential cellular functions [29].

The aim of this study is to gain an understanding of the molecular basis of scale regeneration in a teleost fish, the gilthead sea bream (*Sparus auratus*, Linnaeus 1758). In particular, calcium and phosphorus are essential for the calcified matrix of forming scales and the effect on regeneration of manipulating minerals via food availability was assessed. Scale regeneration was monitored by analysing temporal changes in skin/scale morphology and modifications in the transcriptome determined using a sea bream specific oligo microarray.

## Results and Discussion

The experiments represented three treatments: animals with scales removed (WS), fasted animals (ST) and fasted animals with scales removed (STWS); and control animals (N). The sea bream scale regeneration process was evaluated at two time points, day 3 and day 7 after scale removal. Food deprivation was employed as a treatment to reduce the transcriptome associated with cellular/tissue metabolism and modify whole animal mineral homeostasis and in this way cause a relative amplification in the gene expression signals generated as a result of the cellular response to scale removal. There were no evident signs of stress, no mortality occurred during the experimental trial and no overt infections were evident. Sea bream from which food was withheld failed to increase in length and weight during the experiment compared to those that were fed irrespective of the presence or absence of scales. The good condition of the animals was substantiated by measurements of plasma components. Lactate and glucose were the plasma components measured to investigate the condition of animals.

### Morphology of sea bream skin/scales

Transverse sections of skin from all the experimental groups at both time points (days 3 and 7) of the experiment were analysed (Figure 1). Sea bream skin had the typical organisation of teleost skin and was composed of three well defined layers: the epidermis, dermis and hypodermis which overlaid a fat layer that varied in thickness. The scales were each enclosed within a scale pocket and were composed of a mineralized external layer and a partially mineralized basal plate. The scale pocket was localized in the superficial dermis and projected into and was covered by a thin layer of epidermis (Figure 1B, H and 1I). Removal of the scales damaged the epidermis, dermis and scale pocket, the latter two tissues became exposed to the ambient water and the epidermis which remained attached to the dermis hung loose (Figure 1A). The ontogeny of the regenerative response was similar in all sea bream. Histology of the day 3 samples revealed a rapid repair process, with the epidermis already re-established and the enclosed scale pocket without a scale was visible in the dermis (Figure 1C and 1F). Hence within 3 days, the animals had re-established their external barrier and protection to the environment and 7 days after scale removal a thin regenerated scale was visible (Figure 1D, E and 1G). From a morphological perspective the regeneration process in sea bream was similar to that described in the cichlid *Hemichromis bimaculatus *[1,30] and also in zebrafish and goldfish [8,18].

**Figure 1:**
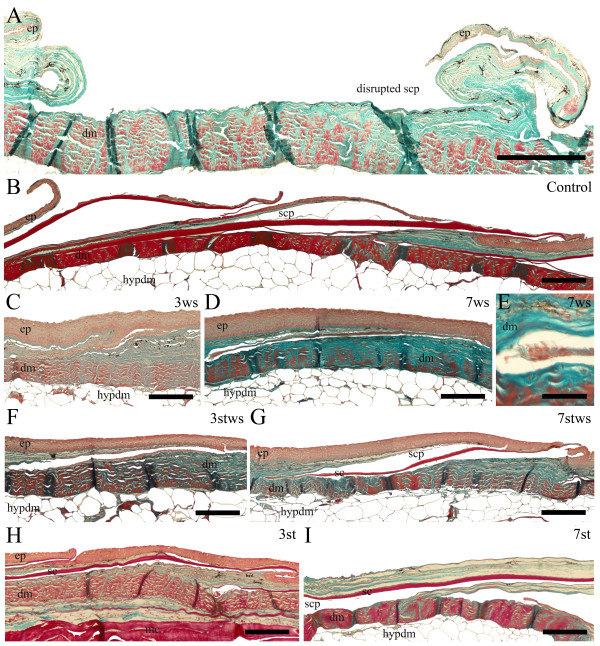
**Longitudinal transverse sections (5 μm) of sea bream skin from each of the experimental groups**. A) Removal of scale; B) N (control); C) 3WS (without scales day 3); D) 7WS (without scales day 7); E) amplification of 7WS (without scales day 7); F) 3STWS (fasted without scales day 3); G) 7STWS (fasted without scales day 7); H) 3ST (fasted day 3) and I) 7ST (fasted day 7) stained with Masson's Trichrome. The posterior region of the scale is orientated to the right. Connective tissue is stained green and mineralized and collagen-rich tissues are stained bright red. Sc - scale; scp - scale pocket; ep - epidermis; dm - dermis; hypdm - hypodermis and mc - muscle are indicated. Scale bars: A,B,C,D,F,G,H - 200 μm; E - 50 μm.

### Plasma analyses

No significant difference in plasma glucose or plasma lactate (frequently used as indicators of physiological stress) was observed between any of the experimental groups analyzed on day 3 of the experiment (Table 1). Plasma glucose and lactate levels were both within the normal range for fish with normal metabolism and not suffering from stress [31-33]. No significant difference in total plasma calcium was found between any of the experimental groups and the control (Table 1), with concentrations in the normal range for intact animals of this species [34]. Plasma phosphorus levels also varied within normal levels (Table 1). However, a significant (p < 0.05) reduction in plasma phosphorus was measured in animals without scales which were fasted (2.685 mmol/L ± 0.225) in relation to the fed animals without scales (3.755 mmol/L ± 0.234). Nutrient depletion will amplify the effects of scale removal as both will cause increased mineral requirements by the fish in order to maintain whole body calcium and phosphorus homeostasis. Phosphorus is mainly obtained via the diet, whilst calcium can be obtained from both the diet and seawater [35]. Hence when fish are deprived of food the requirement for these minerals will be evidenced first via the phosphorus measurements (as observed here) that probably acts as an indicator of enhanced calcium mobilization from sea water by the fish.

**Table 1:** Sea bream plasma parameters concentrations measured for the different groups at day 3.

Group	**Calcium (mmol.L**^**-1**^**)**	**Phosphorus (mmol.L**^**-1**^**)**	**Glucose (mmol.L**^**-1**^**)**	**Lactate (mmol.L**^**-1**^**)**
3N	2.984 ± 0.158	3.256 ± 0.077	4.539 ± 0.370	2.562 ± 0.343
3WS	3.377 ± 0.116	3.755 ± 0.234	4.542 ± 0.573	2.821 ± 0.352
3ST	3.047 ± 0.113	3.349 ± 0.182	5.631 ± 0.628	3.154 ± 0.228
3STWS	2.986 ± 0.069	2.685 ± 0.225	5.131 ± 0.281	2.779 ± 0.379

Values correspond to mean values ± SEM from each group (individual biological replicates of n = 8).

### Molecular analyses

Although the sea bream oligo-array had been previously annotated [36], the sequences of the oligos used in the microarray were reanalysed in order to take advantage of the recent large increase in molecular data available for teleosts. Of the 39,379 oligo probes on the array, 16,025 (40.6%) showed significant match similarity to a known protein in uniprot database (1e^-10^) [37]. To facilitate the understanding of the underlying cellular processes of epidermis and scale regeneration, a number of comparisons were carried out at days 3 and 7 after scale removal. Control animals (N) were compared with fed animals without scales (WS), fasted animals (ST) and fasted animals without scales (STWS). 

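RNA from the skin and scales of 40 fish was labelled with Cy3 and hybridised on one-colour Agilent sea bream arrays, with 1 fish per array and 5 arrays in each of 8 groups. The groups were sampled on day 3 and day 7. Fed fish with scales (3N, 7N), fed fish with scales removed (3WS, 7WS), fasted fish with scales (3ST, 7ST) and fasted fish with scales removed (3STWS, 7STWS) made up the groups. The authors extracted each spot's intensity, with the background subtracted, by the scanner software, and also deposited a table of intensities that they had normalized between arrays. For the values given here, the log2 intensity of each of 39379 probes was taken from the scanner files and expressed relative to the 75th percentile of its array, so that a value of 0 is the 75th percentile. Spots flagged as outliers, 199 over all arrays, were left out. A linear model with a mean for each of the 8 groups was fitted with limma, and p-values were adjusted by the Benjamini-Hochberg method over all probes and the 8 comparisons together. A transcript was called differentially expressed when each of its probes had an adjusted p under 0.05 and a change of at least 2-fold in the same direction, as the paper describes. The mean share of probes well above background was 69.4% in 3N, 64.0% in 3WS, 67.0% in 3ST, 60.4% in 3STWS, 70.7% in 7N, 68.2% in 7WS, 60.6% in 7ST and 64.9% in 7STWS. The 75th percentile of the intensity lay between 287 and 1309 over the arrays, with group means between 532 in 3WS and 986 in 7WS. On 4 of the 13 slides, which carried 13 of the arrays and 4 of the 5 3STWS arrays, negative control spots were brighter than on the others. No slide that held a 3ST array held an array of another group. Of the 8 comparisons, only 3STWS against 3N and 7ST against 7N had a slide with arrays of both groups, 1 in each, so slide and treatment are hard to separate in the others. With 5 fish per group, the number of arrays limits the precision of each comparison. Each group also came from its own tank, so tank and treatment cannot be told apart. The p-values here measure the spread between fish within tanks, not between tanks.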

To specifically dissect out the enhanced effects of scale removal under conditions of nutrient depletion, an additional comparison of fasted animals (ST) with fasted animals which had had scales removed (STWS) was made. 

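For day 3, 54 transcripts were up-regulated and 125 down-regulated in fed fish without scales against control fish (3WS against 3N), 185 and 115 in fasted fish against control fish (3ST against 3N), and 78 and 111 in fasted fish without scales against control fish (3STWS against 3N). Fasted fish without scales against fasted fish (3STWS against 3ST) gave 510 up-regulated and 298 down-regulated transcripts. On day 7 the corresponding numbers were 11 and 1, 25 and 38, 49 and 28, and 7 and 9. The 5 arrays of one group did not overlap with the 5 of the other on any probe in 74 of the 179 transcripts called in 3WS against 3N, and in 651 of the 808 called in 3STWS against 3ST, and calling itself favours such transcripts. By chance, 0.794% of all transcripts would be without overlap. These counts moved with the scaling and with the treatment of slides. Scaling by the spike-in spots gave 2481 called transcripts in 7STWS against 7N, in place of 77, and 2229 in 3STWS against 3ST. With the slide as a random block in the model, 395 transcripts were called in 3STWS against 3ST and 42 in 3WS against 3N. Without 3ST replicate 2, 521 transcripts were called in 3ST against 3N in place of 300, and without 7ST replicate 4, 203 were called in 7ST against 7N in place of 63.

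**Figure D1:**
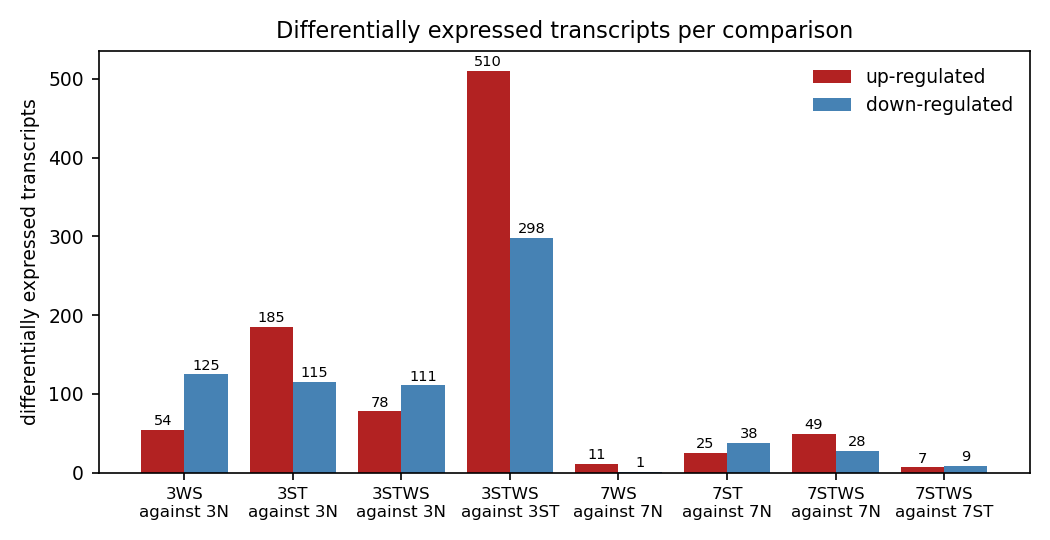
Number of up-regulated and down-regulated transcripts (vertical axis, count) in each of the 8 comparisons (horizontal axis), from 5 arrays per group. The tallest bars are the 510 up-regulated and 298 down-regulated transcripts of 3STWS against 3ST.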

Table 2 shows the numbers of differentially regulated genes under these comparisons, with the major effect shown for the fasted vs. fasted without scales analysis (additional file 1). It is clear that within the skin, the response to scale removal is rapid and of short duration (even under food deprivation). 

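The change of the scale-removal response from day 3 to day 7 was tested as a difference of differences in the same limma model, with adjustment within each test. In fasted fish, 100 transcripts differed between the response on day 3 (3STWS against 3ST) and that on day 7 (7STWS against 7ST), 46 with a higher and 54 with a lower change on day 7. In fed fish, limma called 0 transcripts for the change from 3WS against 3N to 7WS against 7N, and 200 transcripts had an unadjusted p under 0.05 and a 2-fold difference on each probe. Leaving out 3STWS replicate 4 lowered the count in fasted fish to 1, and leaving out 3STWS replicate 5 raised it to 182. With the slides of brighter negative controls as a block it was 7. The directions depended on the scaling. Under spike-in scaling nearly all called transcripts had a lower change on day 7, and with no scaling all had a higher one. Over all transcripts, the SD of the log2 change was 0.56 in 3WS against 3N and 0.41 in 7WS against 7N, and 0.70 in 3STWS against 3ST and 0.44 in 7STWS against 7ST. From the numbers of differentially regulated genes on the 2 days, the paper concludes that the response to scale removal is rapid and short, also in fasted fish.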

To obtain a clear overview of the transcripts with a conserved response between the different comparisons Venn diagrams were generated for the up-regulated genes at both day 3 and 7 (Figure 2). For example of the 53 up-regulated genes in fish without scales compared to the control, 27 were also significantly up-regulated in unfed fish without scales compared to control and fasted fish.

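Of the 54 transcripts up-regulated in 3WS against 3N, 26 were also up-regulated both in 3STWS against 3N and in 3STWS against 3ST. Counted singly, 30 of them were up-regulated in 3STWS against 3N and 37 in 3STWS against 3ST, and 12 were up-regulated in no other comparison of day 3. In 100 draws of groups without any change, made from the deviations of these arrays, no transcript was shared in this way. When no fold change was required, 82 transcripts were shared, and with no scaling between arrays the number was 0. Leaving out 3N replicate 1 gave 11 shared transcripts and leaving out 3N replicate 4 gave 61. Among the 125 transcripts down-regulated in 3WS against 3N, 34 were down-regulated in both other comparisons.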

**Table 2:** Microarray results in terms of number of probes differentially expressed between the different experimental groups.

	N compared with			ST compared with STWS
**Day 3**	**WS**	**ST**	**STWS**	
Up-regulated	53	181	66	429
Down-regulated	109	71	127	340
**Total**	**162**	**252**	**193**	**769**
				
**Day 7**				
Up-regulated	8	14	17	10
Down-regulated	4	31	31	11
**Total**	**12**	**45**	**48**	**21**

**Figure 2:**
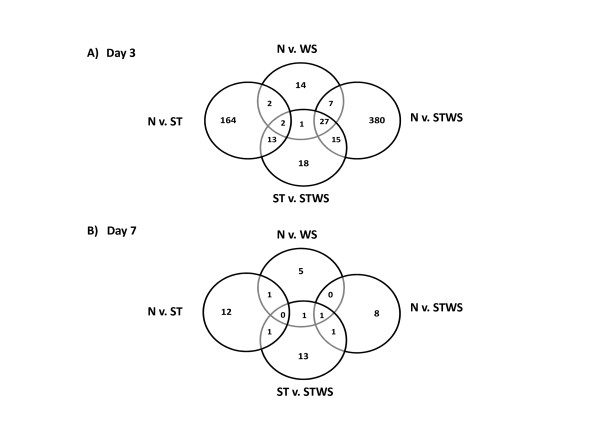
**Venn diagrams of up-regulated genes**. The number of up-regulated genes is represented for each of the comparisons made for both day 3 (A) and day 7 (B) of the experiment. Both genes with known and unknown function were included. N stands for control fish in normal conditions; WS stands for fish fed normal ration levels but with ~60-70% of scales removed; ST stands for fasted fish and STWS stands for fasted fish with ~60-70% of scales removed.

By day 7 there were much reduced levels of differential expression between groups with only 49 up-regulated probes compared to 729 up-regulated probes over the four comparisons at day 3. 

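Summed over the 4 comparisons of each day, 827 up-regulated transcripts were called on day 3 and 92 on day 7. Transcripts called in either direction numbered 1476 on day 3 and 168 on day 7, which came from 1117 and 143 distinct transcripts. The same comparison of fasted fish without scales and fasted fish gave 808 called transcripts on day 3 and 16 on day 7. With only the 20 arrays of the day in the fit, it gave 652 and 11. With spike-in scaling it gave 2229 and 102, and 7STWS against 7N gave 2481 in place of 77. The size of the contrast between the days thus depended on the scaling.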

The considerable difference in gene expression found between day 3 and 7 reflects the rapid repair response and temporally different processes that accompany skin repair. Since most of the expression changes took place within three days and resulted in the differential expression of a considerable number of probes, an initial overview of the major processes involved was conducted before a more detailed gene-by-gene analysis.

### Overview of expression profiles via GO enrichment and Ingenuity pathway analysis

Microarray probes were classified according to their Gene Ontology terms (GO ID) in order to determine whether particular biological processes were enriched in response to the different treatments. Overall, 25.3% of the probes were associated with at least a GO term. The most represented Biological Processes on the microarray were "cellular processes" (GO:0009987) (24%), "regulation of biological process" (GO:0050789) (16%), "response to stimulus" (GO:0050896) (13%) and "multicellular organismal development" (GO:0007275) (12%) (Additional file 2). Interestingly, when GO enrichment analysis was performed on differentially expressed genes from different comparisons, no particular Biological Process term was enriched amongst the up-regulated gene lists with the exception of "cellular processes" between the STWS and the ST groups. The down-regulated gene lists revealed a significant reduction in metabolic processes, indicating that the animals were repartitioning their translation machinery away from normal housekeeping functions towards repair and regeneration (data not shown). This conclusion is substantiated by the Ingenuity pathway analysis software (IPA) results which identified the main molecular and cellular biological functions that were significantly affected (Table 3) and also which physiological systems with regard to development and function were involved (Additional file 3). The IPA top networks for all the comparisons which included animals with scales removed produced matches to cancer, indicating that genes which have been implicated in non-controlled cell proliferation in human may be involved in normal cellular proliferation in fish skin. Not surprisingly the top networks also included those involved in the cell cycle, cellular growth and proliferation, and biological processes included tissue/organ development and morphology and haematopoiesis. Lipid metabolism was one of the most significant functions represented in IPA in the fasted fish indicating the effects of nutrient depletion on the general metabolism of the animals. This finding was substantiated in the STWS comparisons, which also included networks involved in vitamin and mineral metabolism (Table 3, Additional file 3). The Ingenuity results, whilst providing an overview of the main cellular processes affected in the experiments, provide more detail than the simplified GO enrichment analyses and link in far more directly to analysis of individual genes and their putative functional identification.

**Table 3:** Top three network functions obtained by IPA for the differentially expressed genes of each comparison 3 days after scale removal.

Group	Top Network Functions	Score	Focus Molecules
**Control v. Without scales (WS)**			

	Small Molecule Biochemistry, Genetic Disorder, Metabolic Disease	34	17
	Cell Morphology, Cancer, Cell Cycle	29	15
	Cell-To-Cell Signaling and Interaction, Cellular Movement, Tissue Development	26	13

**Control v. Starved (ST)**			

	Lipid Metabolism, Nucleic Acid Metabolism, Small Molecule Biochemistry	46	22
	Cellular Development, Cellular Growth and Proliferation, Connective Tissue Development and Function	31	16
	Cell-To-Cell Signaling and Interaction, Hematological System Development and Function, Immune Cell Trafficking	30	16

**Control v. Starved without scales (STWS)**			

	Cancer, Gastrointestinal Disease, Tumor Morphology	39	20
	Cancer, Reproductive System Disease, Genetic Disorder	30	16
	Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry	26	14

**Starved (ST) v. Starved without scales (STWS)**			

	Cancer, Gastrointestinal Disease, DNA Replication, Recombination, and Repair	46	27
	Lipid Metabolism, Small Molecule Biochemistry, Vitamin and Mineral Metabolism	39	24
	Endocrine System Development and Function, Lipid Metabolism, Skeletal and Muscular System Development and Function	36	23

Score and number of molecules in each network are given.

### Most highly up-regulated genes: individual analyses

Analysis of the differentially expressed genes in each of the comparisons was restricted to up-regulated genes and those which could be assigned a putative function via the Uniprot/Swissprot and Uniprot/Trembl databases [37]. Nonetheless, one aspect to bear in mind is that approximately 50% of the oligoarray transcripts had no known match to any transcripts with functional annotation which limits the overall analysis and therefore the pathways invoked could only be inferred from those genes with a functional annotation. 

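Down-regulated transcripts were more numerous than up-regulated ones in 3WS against 3N and reached larger changes. Among called transcripts whose groups do not overlap on any probe, the largest mean log2 change was -5.88 for SAPD16129. This clone has no name in the study's lists, and its level was 3.69 ± 0.77 in 3N and -2.19 ± 1.99 in 3WS (SD, n = 5). Its exact permutation test gave p = 0.00794, the smallest that 5 against 5 allow. The choice by non-overlap fixes that p-value, so it adds no support. Hypothetical protein LOC567708 (SAPD02896) followed with -5.50 in 3WS against 3N and -4.56 in 3STWS against 3N. SAPD16129 was also lower in 3STWS than in 3ST, with a log2 change of -4.54. On day 7 the largest falls among transcripts chosen in this way were those of SAPD22819, with -3.03 in 7ST against 7N and -3.67 in 7STWS against 7N. Named transcripts among the largest of these falls against 7N were a diacylglycerol acyltransferase (SAPD10673), with -3.09 in 7STWS, 2-acylglycerol O-acyltransferase 2 (SAPD10473), with -2.83 in 7STWS, and EH-domain containing 2 (SAPD16279), with -2.15 in 7ST. One probe of SAPD10473 was well above background in no 7ST fish, where its level was at least 2.56-fold lower than in 7N.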

The unknowns will form an important aspect of future investigations, particularly those that are differentially expressed in more than one comparison (see Figure 2 and additional file 1). The following discussion focuses on the results of the samplings at 3 days.

### The effect of scale removal in fed animals

This initial analysis compared the most differentially expressed probes in the group of animals which had scales removed with control animals (Table 4). These probes shared high sequence similarity with genes involved in cell cycle regulation, cell proliferation and adhesion, immune response and antioxidant activities. 

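Each of the 20 transcripts of Table 4 was higher in 3WS than in 3N, with mean log2 changes between 1.13 and 2.89, and 17 of them were called up-regulated. Among cell cycle transcripts, protein aurora borealis (Bora, SAPD22251) was at -2.19 ± 0.35 in 3WS and -3.73 ± 0.63 in 3N (SD, n = 5), with log2 changes of 1.65 (SE 0.36, adjusted p = 0.00686) for one probe and 1.42 (SE 0.37, adjusted p = 0.0234) for the other (limma, Benjamini-Hochberg). Cyclin-dependent kinase 1 (CDK1, SAPD21101) was at 2.57 ± 0.43 and 1.22 ± 0.64, with 1.40 (SE 0.35, adjusted p = 0.0183) for one probe and 1.29 (SE 0.29, adjusted p = 0.00747) for the other. Its exact permutation p was 0.0238, and that of Bora was 0.0159. The 3 transcripts that were not called, ornithine transcarbamylase (SAPD24645), beta-ureidopropionase (SAPD17118) and Rab-like protein 5 (SAPD13849), had larger adjusted p-values of 0.0517, 0.0641 and 0.0508. All 20 were called when the authors' normalized intensities were used. No slide held arrays of both 3WS and 3N, and with the slide as a random block 3 of the 20 were called. From the similarity of these probes to known genes, the paper states that they are involved in cell cycle regulation, proliferation and adhesion, the immune response and antioxidant activities.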

Whilst many of the putative functions have been ascribed from human or mammalian research, both the receptor-transporting protein 2 and IFI56 have been identified in salmon and carp, respectively as interferon responsive genes induced in response to viral infections [38,39]. In addition Galectin 3 and LOC406638 have putative roles in the immune response, whilst methionine sulfoxide reductase and cytochrome p450 2W1 have antioxidant activities, indicating that removal of scales provoked an inflammatory response, with activation of cell defence mechanisms to protect the animal against the breach in external protection.

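Receptor-transporting protein 2 was represented by SAPD07472 and SAPD04707. In 3WS the former was at 0.48 ± 1.17 and the latter at 2.37 ± 0.78, against -1.86 ± 1.05 and 0.16 ± 0.78 in 3N (SD, n = 5). Their exact permutation p-values were 0.0238 and 0.0159. SAPD04707 had log2 changes of 2.15 (SE 0.43, adjusted p = 0.00306) for one probe and 2.26 (SE 0.47, adjusted p = 0.00447) for the other, from limma with Benjamini-Hochberg adjustment. IFI56 (SAPD05261) rose from 1.32 ± 0.98 in 3N to 3.29 ± 0.58 in 3WS, with log2 changes of 1.99 (SE 0.49, adjusted p = 0.0154) for one probe and 1.95 (SE 0.45, adjusted p = 0.01) for the other.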

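Galectin-3-binding protein (SAPD12115) was at 2.75 ± 0.82 in 3WS and 1.05 ± 0.55 in 3N (SD, n = 5), and LOC406638 (SAPD25017) at 2.18 ± 0.66 and 0.19 ± 0.35. LOC406638 had log2 changes of 1.95 (SE 0.31, adjusted p = 0.000242) for one probe and 2.03 (SE 0.32, adjusted p = 0.000219) for the other, and no 3WS fish overlapped with a 3N fish (exact permutation test, p = 0.00794). Of the transcripts with antioxidant roles, methionine sulfoxide reductase B3 (SAPD15427) changed by 1.28 (SE 0.33, adjusted p = 0.0247) for one probe and 1.08 (SE 0.32, adjusted p = 0.0499) for the other. Replicate 5 lay far from the other 3N fish for this transcript. Cytochrome P450 2W1 (SAPD22329) changed by 1.52 (SE 0.37, adjusted p = 0.014) for one probe and 1.68 (SE 0.36, adjusted p = 0.00569) for the other, and one of its probes was well above background in 3 of the 5 3N fish. The paper concludes that removal of scales provoked an inflammatory response with activation of cell defence.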

**Table 4:** "Top 20 known genes" up-regulated in the group without scales (WS) in relation to the control (N) on day 3.

Clone	LogFold	adj P-val	Acc. Number	Gene Identification	Putative function
SAPD03340	2.794	0.021	Q6P0E4	Type I cytokeratin, enveloping layer	Structural protein.

SAPD14269	2.453	0.001	Q9BUX1	Cation transport regulator-like protein 1	Potential component of the unfolded protein response.

SAPD07472	2.389	0.022	Q5QGT7	Receptor-transporting protein 2	Promotes functional cell surface expression of olfactory receptors, but also shown to be induced by interferon in response to infection.

SAPD04707	2.227	0.004	Q5QGT7	Receptor-transporting protein 2	Promotes functional cell surface expression of olfactory receptors, but also shown to be induced by interferon in response to infection.

SAPD01524	2.217	0.021	Q9BUX1	Cation transport regulator-like protein 1	Potential component of the unfolded protein response.

SAPD25017	2.008	0.000	NP_999926	Hypothetical protein LOC406638	GTP binding, immune function, specifically related to bacteria.

SAPD05261	1.934	0.016	Q7T2R0	IFI56	Immune function: antiviral effect.

SAPD23209	1.796	0.003	O43175	D-3-phosphoglycerate dehydrogenase	Amino acid biosynthesis, cell growth and differentiation, metabolic development and CNS function.

SAPD24645	1.771	0.006	P00480	OTCase Ornithine transcarbamylase	Amino acid biosynthesis.

SAPD22329	1.756	0.003	Q8TAV3	Cytochrome P450 2W1 EC 1.14.14.- CYPIIW1	Oxidative degradation and detoxification.

SAPD12115	1.752	0.024	Q08380	Galectin-3-binding protein precursor	Cell attachment and adhesion. May play a role in host defenses.

SAPD22251	1.735	0.006	Q6PGQ7	Protein aurora borealis (HsBora)	Cell division and mitosis.

SAPD15427	1.712	0.015	NP_932346	Methionine sulfoxide reductase B3 isoform 1	Antioxidant repair.

SAPD22138	1.582	0.004	Q16667	Cyclin-dependent kinase inhibitor 3	Haematopoietic ell cycle regulation.

SAPD25026	1.531	0.014	NP_001003640	Hypothetical protein LOC445246	RNA binding. Plectrin domain present in some forms of cytoskeletal muscle and ribosomal S10 protein (translation).

SAPD19262	1.418	0.008	Q13309	S-phase kinase-associated protein 2	Cell cycle progression/cell growth and apoptosis. Ubiquitination and degradation of proteins.

SAPD19571	1.394	0.015	O60566	Mitotic checkpoint serine/threonine-protein kinase BUB1 beta	Mitotic checkpoint protein.

SAPD17118	1.393	0.041	Q9UBR1	Beta-ureidopropionase (BUP-1)	Amino acid biosynthesis.

SAPD13849	1.390	0.021	Q9H7X7	Rab-like protein 5	Regulator of haematopoietic cells with roles in cell growth, survival, differentiation, cytokine production, chemotaxis, vesicle trafficking and phagocytosis.

SAPD21101	1.355	0.015	P06493	Cyclin-dependent kinase 1 (CDK1)	Key role in the cell cycle. Required for entry into S phase and mitosis.

The "Top 20 known genes" were taken from 36 transcripts of which 16 showed no match to genes of known function. Putative function was assigned via BLAST sequence similarity searching. All matches are in excess of 1.0 e^-10^. Definitions: LogFold = Estimate of the log2-fold change corresponding to the effect; adj p val = adjusted as described in methods.

During regeneration, the immune system is important for immune surveillance and control of pathogens, but there is increasing awareness of the importance of immune physiology. The latter term refers to the role of the immune system in tissue homeostasis and it is increasingly recognised that complement, lymphocytes and monocyte derived cells (MDC) promote tissue growth and regeneration in mammals (reviewed by [40]). This aspect has received little attention in fish, as research about immune functioning is generally focussed on infection or disease control, an important priority for aquaculture (see reviews by [41-43]). Immunological diseases and lymphoid tissue structure and development are an enriched category (IPA) for transcripts in fish with regenerating skin and scales. In addition to the probes listed in the tables for the different treatments, transcripts for chemokines (CCL3 and CCL4) associated with monocytes and macrophages were also identified and it remains to be established if their presence is associated with immune surveillance or immune physiology and tissue regeneration [44]. 

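A transcript that the study's lists name MIP1alpha (SAPD24731) was lower where scales had been removed on day 3. Its level was 2.81 ± 0.53 in 3N, 1.56 ± 0.86 in 3WS, 3.56 ± 0.67 in 3ST and 1.47 ± 0.48 in 3STWS (SD, n = 5). Between 3STWS and 3ST the log2 changes were -2.18 (SE 0.32, adjusted p = 0.000106) for one probe and -2.01 (SE 0.32, adjusted p = 0.00031) for the other (limma, Benjamini-Hochberg), and between 3WS and 3N they were -1.14 (SE 0.32, adjusted p = 0.0414) for one probe and -1.36 (SE 0.32, adjusted p = 0.0129) for the other.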

Recent investigations in stem cell biology have linked several molecules traditionally associated with the immune cells/function to stem cells. For example, immune associated transcripts differentially expressed in skin/scale from fasted fish 3 days after scale removal included CD55 (delay accelerating factor), a modulator of complement activity and a recently identified candidate surface marker for early and late definitive endoderm [45]. Similarly, CD200, a novel immunosuppressive molecule, has been identified as a biomarker of the hair follicle bulge in human and dog skin [46-48]. 

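CD55 (SAPD04321) was down-regulated in fasted fish after scale removal, from 0.26 ± 0.33 in 3ST to -0.96 ± 0.38 in 3STWS (SD, n = 5). The log2 changes were -1.29 (SE 0.27, adjusted p = 0.00412) for one probe and -1.13 (SE 0.24, adjusted p = 0.00462) for the other (limma, Benjamini-Hochberg), and the exact permutation p was 0.00794, the smallest that 5 fish against 5 allow. In fed fish its mean log2 change was -1.23 in 3WS against 3N.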

Future work will be required to establish the role of immune physiology and cellular defence mechanisms in the regenerating fish skin and also the involvement of stem cells in this process.

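D-3-phosphoglycerate dehydrogenase (SAPD23209), an enzyme of serine synthesis, was at 4.69 ± 0.52 in 3WS and 2.90 ± 0.67 in 3N (SD, n = 5), with log2 changes of 1.69 (SE 0.34, adjusted p = 0.00361) for one probe and 1.89 (SE 0.35, adjusted p = 0.00158) for the other (limma, Benjamini-Hochberg). For cell division, the 9 transcripts of a list set out from Table 7 were examined together in 3WS against 3N. Their mean log2 change was 1.08 and their median 1.00, and 9 of 9 were higher in 3WS. The list was higher in a rotation test (limma's fry, p = 0.00245, and 0.00736 after adjustment over 3 comparisons), and camera, with a preset correlation, gave p = 2.77e-06 (exact permutation test of the mean level, p = 0.0159). Of its members, 4 were called when p-values were adjusted over the list alone and 1 over all transcripts. The study chose this list on the fish of 3STWS and 3ST, and 3WS and 3N are other fish of the same experiment. With no scaling between arrays the mean was 0.34, with a p-value of 0.526 by fry.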

At the same time as the immune response, there is a clear requirement to rapidly re-construct this external barrier with various genes involved in metabolic processes such as amino acid biosynthesis and also cell division and proliferation. Interestingly, in a link with the IPA results, several of these genes have been described in cancer studies. Cyclin-dependant kinase inhibitor is involved in haematopoietic cell cycle regulation and has been shown to be over-expressed in breast and prostate cancer [49]; S-phase kinase-associated protein interacts with c-myc during the G1-S phase transition of the cell and is a co-factor of c-myc which is a known transcriptional regulator of oncoproteins and involved in cell growth, apoptosis and oncogenesis [50]; whilst the mitotic check point serine/threonine protein kinase has been shown to be preferentially expressed in cells with a high mitotic index [51]. 

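Cyclin-dependent kinase inhibitor 3 (CDKN3, SAPD22138) was at 0.68 ± 0.47 in 3WS and -0.77 ± 0.71 in 3N (SD, n = 5), S-phase kinase-associated protein 2 (SKP2, SAPD19262) at 0.27 ± 0.22 and -1.07 ± 0.61, and the mitotic checkpoint kinase BUB1 beta (SAPD19571) at -1.03 ± 0.29 and -2.21 ± 0.57. For CDKN3 the log2 changes were 1.36 (SE 0.33, adjusted p = 0.0143) for one probe and 1.55 (SE 0.33, adjusted p = 0.00553) for the other. SKP2 changed by 1.38 (SE 0.32, adjusted p = 0.0098) for one probe and 1.30 (SE 0.28, adjusted p = 0.00604) for the other and BUB1 beta by 1.05 (SE 0.30, adjusted p = 0.0453) for one probe and 1.32 (SE 0.33, adjusted p = 0.0191) for the other. Exact permutation p-values were 0.0238 for CDKN3, 0.00794 for SKP2 and 0.00794 for BUB1 beta.

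**Figure D2:**
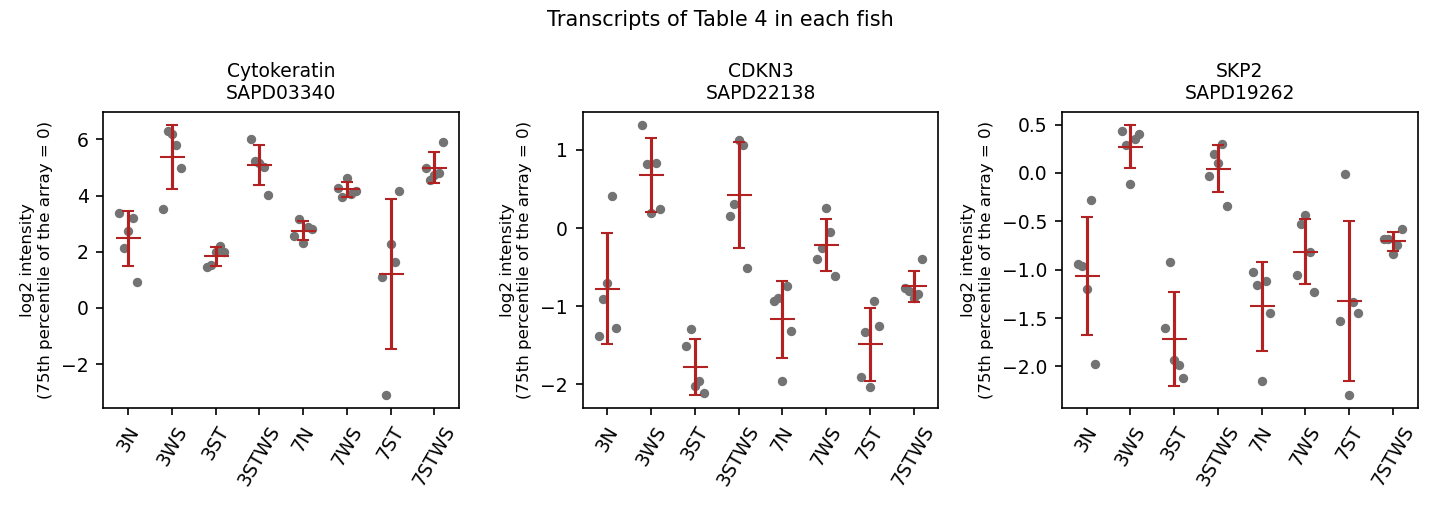
Log2 intensity relative to the 75th percentile of the array (vertical axis) of cytokeratin, CDKN3 and SKP2 in each fish, by group (horizontal axis). Points are fish, and red marks are the mean and SD of 5 fish. Mean levels of SKP2 were 0.27 in 3WS and -1.07 in 3N.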

Adaptation to new conditions involves an element of cytoskeletal re-modelling [52], as evidenced by the up-regulation of cytokeratin which has been associated with epidermis development, fibrinolysis and also regulation of angiogenesis. It is tempting to speculate that the up-regulation of cytokeratin in response to scale removal may represent a keratinization-like phenotype provoked by the osmotic shock. 

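Type I cytokeratin of the enveloping layer (SAPD03340) had the largest mean change of Table 4. It was at 5.36 ± 1.15 in 3WS and 2.48 ± 0.99 in 3N (SD, n = 5), and no fish of one group overlapped with the other (exact permutation test, p = 0.00794). The log2 changes were 2.91 (SE 0.73, adjusted p = 0.0185) for one probe and 2.87 (SE 0.68, adjusted p = 0.0122) for the other (limma, Benjamini-Hochberg).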

There was also up-regulation of genes involved in apoptosis such as Galectin-3 and the multifunctional S-phase kinase-associated protein (described earlier) and the somewhat confusingly named cation transport regulator-like protein [50,53]. Hence competing interests between infection/inflammation control and cellular proliferation/tissue repair in fish with scales removed appear to be ongoing.

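Cation transport regulator-like protein was represented by SAPD14269 and SAPD01524. SAPD14269 was at 3.57 ± 1.43 in 3WS and 1.11 ± 0.55 in 3N (SD, n = 5), with log2 changes of 2.50 (SE 0.42, adjusted p = 0.000429) for one probe and 2.41 (SE 0.43, adjusted p = 0.000927) for the other (limma, Benjamini-Hochberg). SAPD01524 was at 2.48 ± 1.09 and 0.26 ± 0.81. The exact permutation p was 0.00794 for both.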

### The effect of food deprivation with no scale removal

Skin tissue metabolism is clearly being redirected as the animals cope with adaptation to food deprivation. 

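All 20 transcripts of Table 5 were higher in 3ST than in 3N, with mean log2 changes between 2.07 and 4.38, and 18 were called up-regulated, or 7 with the slide as a random block. The largest mean change was that of cardiomyopathy associated 5 (SAPD06994), at -1.22 ± 2.39 in 3ST and -5.60 ± 1.68 in 3N (SD, n = 5), with an exact permutation p of 0.0317. Beta-2-glycoprotein I (SAPD20351) was at 4.92 ± 0.92 and 1.47 ± 0.92, with log2 changes of 3.37 (SE 0.48, adjusted p = 7.19e-05) for one probe and 3.53 (SE 0.51, adjusted p = 7.19e-05) for the other (limma, Benjamini-Hochberg). The spread between the 3ST fish was wide, with SDs of 1.90 for KIAA0711 and 2.39 for cardiomyopathy associated 5. From these transcripts, the paper concludes that skin metabolism is redirected as the fish adapt to food deprivation.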

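ANGPTL4 was represented by 2 transcripts. SAPD06461 was at 1.12 ± 1.67 in 3ST and -2.06 ± 0.44 in 3N (SD, n = 5; exact permutation test, p = 0.00794), with log2 changes of 2.89 (SE 0.70, adjusted p = 0.0145) for one probe and 3.47 (SE 0.64, adjusted p = 0.00133) for the other (limma, Benjamini-Hochberg). SAPD25996 changed by 3.62 (SE 0.68, adjusted p = 0.00177) for one probe and 1.45 (SE 0.42, adjusted p = 0.0435) for the other. Zinc finger MYND domain containing 17 (SAPD06947) was not called, with an adjusted p of 0.125 for one probe. That transcript was well above background in no 3N fish on one probe, and its level in 3ST was at least 4.96-fold higher. KIAA0711 (SAPD22431) was at -0.72 ± 1.90 in 3ST and -4.23 ± 0.66 in 3N.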

One aspect of this is a reduction in cell division with the up-regulation of angiopoietin-related protein 4 (ANGPTL4), MYND and KIAA0711, all of which have been shown to play roles in the inhibition of proliferation (Table 5) [54-56]. 

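Ubiquitin carboxyl-terminal hydrolase (USP28, SAPD07090) was at -1.18 ± 1.76 in 3ST and -3.31 ± 0.44 in 3N (SD, n = 5), with an exact permutation p of 0.0476. Its log2 changes were 1.84 (SE 0.77, adjusted p = 0.197) for one probe and 2.41 (SE 0.95, adjusted p = 0.166) for the other (limma, Benjamini-Hochberg), so it was not called. It was called from the authors' normalized intensities.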

Another regulator of a proto-oncogene (MYC) is present in the form of ubiquitin carboxyl-terminal hydrolase and levels of MYC decline is response to intracellular stress signals [57]. 

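Alcohol dehydrogenase class VI (SAPD01696) was at 4.36 ± 0.67 in 3ST and 0.21 ± 2.03 in 3N (SD, n = 5), with log2 changes of 4.01 (SE 0.60, adjusted p = 0.000115) for one probe and 4.30 (SE 0.64, adjusted p = 0.000123) for the other (limma, Benjamini-Hochberg). The 3N mean was lowered by replicate 5, at -3.38. Methionine-R-sulfoxide reductase B2 (SAPD25836) was at -2.01 ± 0.99 and -5.08 ± 1.37, glutathione S-transferase theta 3 (SAPD01688) at 3.66 ± 1.42 and 1.37 ± 1.15, and cytochrome P450 2W1 (SAPD22329) at -1.98 ± 0.27 in 3ST. Exact permutation p-values for alcohol dehydrogenase, the reductase and the transferase were 0.00794, 0.00794 and 0.0238.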

Molecular signals of cell stress are also present with up-regulation of antioxidants (glutathione-S-transferase, methionine-R-sulphoxide reductase, alcohol dehydrogenase and cytochrome p450 2W1).

**Table 5:** "Top 20 known genes" up-regulated in the fasted group (ST) in relation to the control (N) on day 3.

Clone	LogFold	adj P-val	Acc. Number	Gene Identification	Putative function
SAPD06994	4.485	0.017	NP_001073454	Cardiomyopathy associated 5	Maintenance of structural integrity of muscle cells, involved in muscle biology and pathology.

SAPD01696	4.201	0.000	Q6B4J3	Alcohol dehydrogenase Class VI	Oxidoreductase, but also developmental regulation in medaka.

SAPD22431	3.956	0.006	IPI00015568	Homolog of Homo sapiens Protein KIAA0711	Transcriptional repression.

SAPD06947	3.919	0.038	NP_001019764	Zinc finger, MYND domain containing 17	Functions as a co-repressor. Control of proliferation.

SAPD25996	3.677	0.001	Q9BY76	Angiopoietin-related protein 4 precursor	Inhibition of proliferation, migration and tubule formation of endothelial cells. May exert a protective action on endothelial cells via endocrine action.

SAPD07090	3.525	0.013	Q96RU2	Ubiquitin carboxyl-terminal hydrolase 28	DNA damage response check point. Regulates myc which is involved in cell proliferation, growth and apoptosis.

SAPD09760	3.499	0.001	IPI00298828	Beta-2-glycoprotein I precursor	Blood coagulation and immune response.

SAPD06461	3.484	0.001	Q9BY76	Angiopoietin-related protein 4 precursor	Inhibition of proliferation, migration and tubule formation of endothelial cells. May exert a protective action on endothelial cells via endocrine action.

SAPD20351	3.415	0.000	IPI00298828	Beta-2-glycoprotein I precursor	Blood coagulation and immune response.

SAPD20440	3.230	0.000	NP_065109	Patatin-like phospholipase domain containing 2	Energy homeostasis. May play a role in response of organism to starvation, enhancing hydrolysis of triglycerides etc to be used in situations of energy depletion.

SAPD25836	3.176	0.001	Q9Y3D2	Methionine-R-sulfoxide reductase B2	Antioxidant repair.

SAPD14080	2.926	0.003	O75385	Serine/threonine-protein kinase ULK1	Involved in autophagy, induced by nutrient depletion to provide amino acids within cells.

SAPD02047	2.925	0.008	Q90278	Homolog of Carassius auratus Kainate receptor beta subunit.	Synaptic plasticity.

SAPD22329	2.511	0.000	Q8TAV3	Cytochrome P450 2W1 EC 1.14.14.- CYPIIW1	Oxidative degradation and detoxification.

SAPD10144	2.426	0.003	Q15119	2 Pyruvate dehydrogenase kinase isoform 2	Regulation of glucose metabolism.

SAPD23550	2.415	0.016	Q99972	Myocilin precursor Trabecular meshwork-induced glucocorticoid response protein	Obstruction of fluid outflow from trabecular network in the eye, but functions in other tissues unknown. Glucocorticoid response protein.

SAPD08799	2.392	0.002	IPI00328648	Homolog of Homo sapiens CD151 antigen	Involved in cellular processes including cell adhesion and migration.

SAPD08134	2.331	0.004	P28906	Hematopoietic progenitor cell antigen CD34 precursor	Cell-cell or cell-matrix adhesion. Role in early haematopoiesis.

SAPD06600	2.263	0.013	NP_060650	DEAD/H Asp-Glu-Ala-Asp/His box polypeptide 32	RNA metabolism, gene regulation.

SAPD01688	2.233	0.023	Q6PH41	Glutathione S-transferase, theta 3	Antioxidant, stress protein.

The "Top 20 known genes" were taken from 45 transcripts of which 25 showed no match to genes of known function. Putative function was assigned via BLAST sequence similarity searches. All matches are in excess of 1.0 e^-10^. Table definitions are the same as for Table 4.

During periods of food deprivation fish seem to maintain energy homeostasis, at least during the initial stages of fasting, by mobilizing energy reserves such as lipids and hepatic glycogen and reduction in the rate of glucose utilization and enhancement of lipid metabolism [31,58-60]. In fact, the genes differentially expressed in the array from the groups in which food was withheld suggests that lipid metabolism and angiogenesis are the main processes induced in the treated fish. Pyruvate dehydrogenase is involved in production of energy via glucose metabolism and ANGPTL4, in addition to a role in non-proliferation, and has also been shown to be a regulator of glucose homeostasis, lipid metabolism and angiogenesis [61,62], but this more conventional pathway may be supplemented by the actions of serine/threonine kinase ULK1 and a patatin-like gene. 

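Pyruvate dehydrogenase kinase isoform 2 (SAPD10144) was at 2.78 ± 1.08 in 3ST and 0.35 ± 0.29 in 3N (SD, n = 5), with log2 changes of 2.40 (SE 0.49, adjusted p = 0.00349) for one probe and 2.45 (SE 0.49, adjusted p = 0.00293) for the other (limma, Benjamini-Hochberg). Patatin-like phospholipase (SAPD20440) changed by 3.14 (SE 0.41, adjusted p = 2.14e-05) for one probe and 3.23 (SE 0.44, adjusted p = 3.42e-05) for the other, and each 3ST fish lay above each 3N fish (exact permutation test, p = 0.00794). The kinase ULK1 (SAPD14080) was at -2.22 ± 1.53 and -4.71 ± 0.45, and one of its probes was well above background in 2 of the 5 3N fish.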

The former has been shown to be involved in autophagy induced by nutrient depletion to provide essential amino acids within cells, whilst the latter may enhance hydrolysis of triglycerides to provide free fatty acids to other tissues to be oxidised in situations of energy depletion [63,64]. Taken together the results appear to indicate that fish under food deprivation "slow down" their metabolism to save energy and break down macromolecules to release energy.

Interestingly, two of the genes putatively identified here play roles in human diseases, which may be of relevance to the condition of the fish in this experiment. Myospryn has been shown to be up-regulated in hypertrophy inducing conditions in humans and is involved in maintaining muscle integrity [65] and the phenotype of mutants of the CD151 antigen include fragility of the skin and mucus membranes [66]. 

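Cardiomyopathy associated 5, the myospryn transcript, was well above background in 2 of the 5 3N fish on each probe, and its log2 changes in 3ST against 3N were 4.31 (SE 1.17, adjusted p = 0.0319) for one probe and 4.45 (SE 1.12, adjusted p = 0.0194) for the other (limma, Benjamini-Hochberg). CD151 (SAPD08799) was at -0.68 ± 1.11 in 3ST and -2.88 ± 0.83 in 3N (SD, n = 5; exact permutation test, p = 0.0238).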

Starvation directly affects muscle wastage in mammals and fish [67,68]. Hence these genes may be playing a similar structural role in fish as they do in humans, and represent novel candidates for understanding this physiological response in fish.

### The combined effect of food deprivation and scale removal

The most differentially regulated genes in this group of animals display a gene expression profile, which is intermediate between the previous two (Table 6 and Figure 2) with representatives of cell proliferation and cell cycle control genes, energy homeostasis, antioxidant repair enzymes and the immune response. 

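In 3STWS against 3N, the 20 transcripts of Table 6 were all higher in fasted fish without scales, with mean log2 changes between 1.23 and 3.07, and 19 were called up-regulated, or 5 with the slide as a random block. The exception was one beta-2-glycoprotein I transcript (SAPD09760), with a larger adjusted p of 0.065. G2/mitotic-specific cyclin-B3 (SAPD21410) was at -0.75 ± 0.51 in 3STWS and -1.98 ± 0.70 in 3N (SD, n = 5; exact permutation test, p = 0.0159), with log2 changes of 1.22 (SE 0.30, adjusted p = 0.0157) for one probe and 1.24 (SE 0.34, adjusted p = 0.0353) for the other (limma, Benjamini-Hochberg). Of the 78 transcripts up-regulated in 3STWS against 3N, 30 were up-regulated in 3WS against 3N and 18 in 3ST against 3N. Since these comparisons share the 3N fish, changes of unchanged groups correlate too, with a mean r of 0.478 between 3WS against 3N and 3STWS against 3N in simulated groups. The paper states that the expression profile of this group is intermediate between the previous groups.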

The results of the gene expression profiles in this group clearly represent the whole organism trade-offs that are occurring within the fish for several competing essential cellular processes. Food deprivation leads to a reduction in metabolism, but if the animal is challenged, then there is the question of what predominates in terms of the minimal requirements for survival. Trade-offs occur [69] and a recent study in salmon clearly documents the competing transcriptomic responses to food deprivation and immune challenge [70]. Which requirements predominate in this study is difficult to determine and entail further studies. Perhaps, not surprisingly, there is an indication that repair processes are slowed under food deprivation with the enhanced presence of genes involved in blood coagulation and wound healing (Beta-2-glycoprotein I and lymphatic vessel endothelial hyaluronic acid receptor). 

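Beta-2-glycoprotein I (SAPD20351) was at 3.79 ± 0.35 in 3STWS (SD, n = 5), and lymphatic vessel endothelial hyaluronic acid receptor (SAPD23370) at -1.42 ± 0.50 in 3STWS and -2.97 ± 0.71 in 3N. For SAPD20351, the log2 changes against 3N were 2.18 (SE 0.48, adjusted p = 0.00755) for one probe and 2.46 (SE 0.51, adjusted p = 0.00393) for the other (limma, Benjamini-Hochberg), with an exact permutation p of 0.00794. The receptor changed by 1.61 (SE 0.39, adjusted p = 0.0158) for one probe and 1.48 (SE 0.43, adjusted p = 0.0486) for the other.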

To verify this hypothesis, further experimentation will be required with a more detailed sampling regime over the same or a slightly elongated time course with the same treatments.

**Table 6:** "Top 20 known genes" up-regulated in the group fasted without scales (STWS) in relation to the control (N) on day 3.

Clone	LogFold	adj P-val	Accession Number	Gene Identification	Putative function
SAPD06461	3.396	0.002	Q9BY76	Angiopoietin-related protein 4 precursor	Inhibition of proliferation, migration and tubule formation of endothelial cells. May exert a protective action on endothelial cells via endocrine action.

SAPD22431	3.138	0.031	IPI00015568	Homolog of Homo sapiens Protein KIAA0711	Transcriptional repression.

SAPD09760	2.742	0.007	IPI00298828	Homolog of Homo sapiens Beta-2-glycoprotein I precursor	Blood coagulation and immune response.

SAPD03340	2.530	0.039	Q6P0E4	Type I cytokeratin, enveloping layer	Structural protein.

SAPD20440	2.519	0.001	NP_065109	Patatin-like phospholipase domain containing 2	Energy homeostasis. May play a role in response of organism to starvation, enhancing hydrolysis of triglycerides etc to be used in situations of energy depletion.

SAPD22329	2.469	0.000	Q8TAV3	Cytochrome P450 2W1 (CYPIIW1)	Oxidative degradation and detoxification.

SAPD02465	2.422	0.016	Q6P2U4	Homolog of Brachydanio rerio Sulfotransferase family, cytosolic sulfotransferase 2	Metabolic action. Increases water solubility of compounds plus bioactivation of metabolites.

SAPD20351	2.364	0.006	IPI00298828	Homolog of Homo sapiens Beta-2-glycoprotein I precursor	Blood coagulation and immune response.

SAPD25836	2.176	0.017	Q9Y3D2	Methionine-R-sulfoxide reductase B2	Antioxidant repair.

SAPD24645	1.841	0.004	P00480	Ornithine carbamoyltransferase, mitochondrial precursor	Amino acid biosynthesis.

SAPD10144	1.793	0.033	Q15119	Pyruvate dehydrogenase kinase isoform 2	Regulation of glucose metabolism.

SAPD23209	1.724	0.004	O43175	D-3-phosphoglycerate dehydrogenase (3-PGDH)	Amino acid biosynthesis, cell growth and differentiation, metabolic development and CNS function.

SAPD22251	1.705	0.013	Q6PGQ7	Protein aurora borealis HsBora	Cell division and mitosis.

SAPD23370	1.704	0.012	Q9Y5Y7	Lymphatic vessel endothelial hyaluronic acid receptor 1 precursor	Facilitates cell migration during wound healing and inflamation.

SAPD14269	1.702	0.017	Q9BUX1	Cation transport regulator-like protein 1	Potential component of the unfolded protein response.

SAPD25026	1.689	0.007	NP_001003640	Hypothetical protein LOC445246	RNA binding. Plectrin domain present in some forms ofcytoskeletal muscle and ribosomal S10 protein (translation).

SAPD13849	1.589	0.005	Q9H7X7	Rab-like protein 5	Regulator of haematopoietic cells with roles in cell growth, survival, differentiation, cytokine production, chemotaxis, vesicle trafficking and phagocytosis.

SAPD16979	1.496	0.003	NP_998427	Eukaryotic translation initiation factor 5A	Translation.

SAPD19571	1.384	0.016	O60566	Mitotic checkpoint serine/threonine-protein kinase BUB1 beta	Control of the cell cycle.

SAPD21410	1.342	0.025	Q8WWL7	G2/mitotic-specific cyclin-B3	Control of the cell cycle.

The "Top 20 known genes" were taken from 37 transcripts of which 17 showed no match to genes of known function. Putative functionality was assigned via BLAST sequence similarity searching. All matches are in excess of 1.0 e^-10^. Table definitions are the same as for Table 4.

Curiously, one of the genes up-regulated in this group of animals, cytosolic sulfotransferase 2, which is involved in detoxification reactions, and participates in the activation and deactivation of hormones, neurotransmitters, steroids and bile acids [71], has been correlated with low plasma P levels in trout [72]. 

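Sulfotransferase 2 (SAPD02465) was at 0.05 ± 0.55 in 3STWS and -1.86 ± 1.16 in 3N (SD, n = 5), and its exact permutation p was 0.00794. The log2 changes were 1.45 (SE 0.33, adjusted p = 0.00896) for one probe and 2.37 (SE 0.59, adjusted p = 0.0179) for the other (limma, Benjamini-Hochberg). Against fasted fish, 3STWS against 3ST, the mean log2 change was 1.15 and the larger adjusted p was 0.18.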

The preceding study developed several intestinal mRNA biomarkers for P depletion in the rainbow trout although only sulfotransferase 2 was modified in the present study presumably because the target tissue was different. The results of the present study in the sea bream suggest that cytosolic sulfotransferase 2 may be a promising general marker of P depletion in fish and certainly merits further investigation.

### The effect of scale removal under food deprivation compared with food deprivation

There was not such a pronounced effect as had been expected with scale removal and food deprivation and so an additional comparison was carried out between fasted animals and fasted animals with scales removed. Indeed, this comparison did produce the highest number of differentially expressed genes (429 up-regulated probes, compared with 53 (WS), 181 (ST) and 66 (STWS) when the latter three treatments were compared with control animals. 

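The comparison of 3STWS with 3ST gave the most called transcripts, 808, against 179, 300 and 189 in the comparisons with 3N. It did not give the most with no scaling between arrays, with 243 against 441 in 3WS against 3N, or with spike-in scaling, with 2229 against 2481 in 7STWS against 7N. Of the 429 up-regulated transcripts in the study's list, 400 were called up-regulated from the intensities scaled here. Leaving out one array at a time gave between 566 called transcripts, without 3STWS replicate 4, and 937, without 3ST replicate 2. A probe was well above background in no 3ST fish for 51 of the 510 up-regulated transcripts, so their fitted changes are not measured sizes. Probes that were well above background on no array read higher in 3STWS than in 3ST, with mean log2 medians of -6.35 and -7.15.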

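Transcripts up-regulated by scale removal in fasted fish tended to be higher after scale removal in fed fish as well. Of the 510 transcripts up-regulated in 3STWS against 3ST, 488 had a mean log2 change above 0 in 3WS against 3N, 95.7% of them, and of the 54 up-regulated in 3WS against 3N, 50 were above 0 in 3STWS against 3ST. Across transcripts, the log2 changes of 3WS against 3N and 3STWS against 3ST correlated with r = 0.410 (Spearman's rho 0.435), and transcripts are not independent replicates. Leaving out single arrays gave r between 0.314 and 0.484. In 100 draws of unchanged groups, r had a mean of 0.0148 and an SD of 0.253, and 7 draws had an r as large. Of the 126 splits of the 3WS and 3N arrays, 10 had as many of the 510 transcripts in one direction. The mean level of the 510 was 0.71 higher in 3WS than in 3N (exact permutation test, p = 0.0159). Tested directly, the difference between the responses of fed and fasted fish was called by limma for 4 transcripts, and 736 had an unadjusted p under 0.05 and a 2-fold difference on each probe.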

Surprisingly little overlap in significantly up-regulated transcripts or modified networks were found between animals without scales and fasted animals without scales (see Tables, 3, 4, 7 and Figure 2A). The reason for this lack of overlap is difficult to explain but may result from asynchronous regeneration associated with the slow-down in cellular metabolism and activation of alternative pathways to ensure barrier function when food is in short supply. This comparison provides the clearest signal of the sea bream response to scale removal with half of the 20 most up-regulated annotated probes involved in cell division and mitosis (Table 7). These probes are ideal candidates for the monitoring of cell division processes related to the regeneration of scales. 

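In 3STWS against 3ST, 19 of the 20 transcripts of Table 7 were called up-regulated, or 11 with the slide as a random block, and all 20 were higher in 3STWS. Cyclin-B1 (SAPD00860) was at -0.21 ± 0.92 in 3STWS and -3.46 ± 0.48 in 3ST (SD, n = 5), with log2 changes of 3.38 (SE 0.57, adjusted p = 0.000479) for one probe and 3.13 (SE 0.43, adjusted p = 3.78e-05) for the other (limma, Benjamini-Hochberg). Bora (SAPD22251) changed by 2.89 (SE 0.36, adjusted p = 1.44e-05) for one probe and 2.91 (SE 0.37, adjusted p = 1.72e-05) for the other. For both, no fish of one group overlapped with the other (exact permutation test, p = 0.00794). KIF23 (SAPD18045) was not well above background on one probe in any 3ST fish and was at least 7.00-fold higher in 3STWS. The bound was 2.75-fold for CENP-F (SAPD04986), 2.81-fold for M-phase phosphoprotein 1 (SAPD17903), 2.37-fold for the kinase TTK (SAPD14492), 2.54-fold for Zwilch (SAPD18060) and 1.93-fold for CENP-P (SAPD18364). The 9 transcripts of the cell division list were all called, over all transcripts and when adjusted over the list alone, with a mean log2 change of 2.92 (fry, p = 2.8e-10; exact permutation test, p = 0.00794). For 7 of them a probe was above background in no 3ST fish, and with these at their bounds the median log2 change was 1.46. The study chose this list on these fish. In 3STWS against 3N the list had a mean log2 change of 1.07, with 1 of 9 called (exact permutation test, p = 0.0317). In 3ST against 3N the fitted mean was -1.85, which is not a measured size because of the same 7 transcripts. Its direction was down, with 0 of 9 higher in 3ST and 5 of 9 called (fry, p = 2.62e-06, and exact permutation test, p = 0.00794). The list was chosen partly for low levels in these 3ST fish, which favours such a fall. With these 7 at their bounds, the mean log2 change in 3STWS against 3ST was 1.83. Whether more of it lies between 3ST and 3N or between 3STWS and 3N cannot be told from the fitted values. From the number of cell division transcripts in Table 7, the paper concludes that this comparison gives the clearest signal of the response to scale removal.

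**Figure D3:**
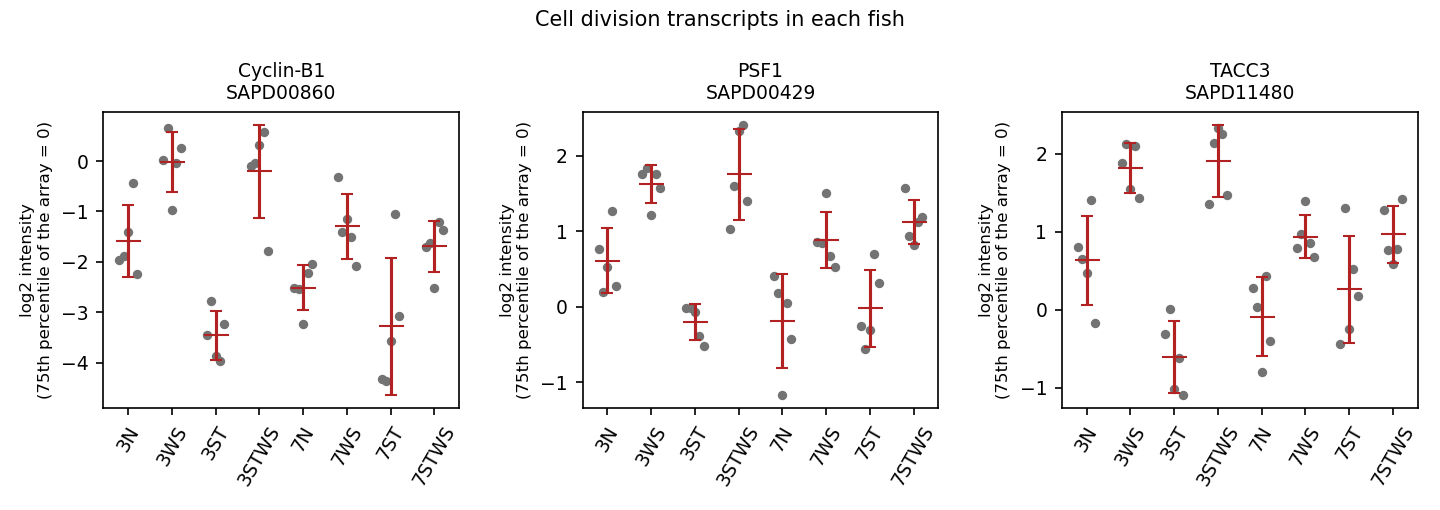
Log2 intensity relative to the 75th percentile of the array (vertical axis) of cyclin-B1, PSF1 and TACC3 in each fish, by group (horizontal axis). Points are fish, and red marks are the mean and SD of 5 fish. Cyclin-B1 had means of -0.21 in 3STWS and -3.46 in 3ST.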

Of the remaining annotations, there are representatives of cell growth and metabolism (Interleukin enhancer binding factor, phosphoserine aminotransferase, D-3-phosphoglycerate dehydrogenase), cell proliferation (Macrophage stimulating 1 hepatocyte growth factor-like), and cell signaling (Inositol monophosphatase). 

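Interleukin enhancer-binding factor 2 (SAPD18820) was at -2.51 ± 0.91 in 3STWS and -4.31 ± 0.76 in 3ST (SD, n = 5; exact permutation test, p = 0.0159) and was not called, with log2 changes of 2.05 (SE 0.55, adjusted p = 0.0285) for one probe and 1.55 (SE 0.54, adjusted p = 0.106) for the other (limma, Benjamini-Hochberg). It was called from the authors' normalized intensities. Phosphoserine aminotransferase (SAPD06895) was at -0.01 ± 0.80 and -3.37 ± 0.58, and D-3-phosphoglycerate dehydrogenase (SAPD23209) at 4.72 ± 0.54 and 1.98 ± 0.50. Macrophage stimulating 1 (SAPD25367) changed by 3.08 (SE 0.57, adjusted p = 0.00139) for one probe and 2.77 (SE 0.64, adjusted p = 0.0109) for the other and inositol monophosphatase (SAPD11258) by 2.88 (SE 0.37, adjusted p = 2.14e-05) for one probe and 2.48 (SE 0.37, adjusted p = 0.000121) for the other.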

The function of the multifunctional ubiquitin in the present experiments remains to be elucidated as this gene has a large number of roles [73] including cell cycle regulation, DNA repair, embryogenesis, regulation of transcription and apoptosis. Interestingly, this comparative analysis may reveal the first hint of the start of mineralization processes. In particular mutations in the gene 3-beta-hydroxysteroid-delta8, delta7-isomerase which catalyses the conversion of delta(8)-sterols to their corresponding delta (7) isomers is linked to chondrodysplasia punctata in humans (Conradi-Hunermann-Happle syndrome) that causes punctiform calcification of cartilage [74]. It remains to be established if this gene also influences the calcification process in fish but if it does it may represent a useful biomarker. Moreover, it suggests that up-regulation of transcripts involved in calcification occurs early in regeneration well before the most active phase of this process (estimated at 14-28 days in goldfish) [8].

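The isomerase transcript (SAPD17933) was at -0.14 ± 0.76 in 3STWS and -3.13 ± 0.27 in 3ST (SD, n = 5; exact permutation test, p = 0.00794). Its log2 changes were 3.09 (SE 0.44, adjusted p = 7.19e-05) for one probe and 2.90 (SE 0.47, adjusted p = 0.000354) for the other (limma, Benjamini-Hochberg).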

**Table 7:** "Top 20 Known genes" up-regulated in the group fasted without scales (STWS) in relation to fasted group (ST) on day 3.

Clone	LogFold	adj P-val	Acc. Number	Gene Identification	Putative function
SAPD11916	4.104	0.009	IPI00005781	Splice Isoform A of Arachidonate 15-lipoxygenase, type II	Mediates allergic response. Restricts cell cycle progression.

SAPD06895	3.415	0.002	Q9Y617	Phosphoserine aminotransferase	Amino acid biosynthesis.

SAPD18045	3.355	0.000	Q02241	Kinesin-like protein KIF23	Mitosis and cell cycle.

SAPD00860	3.308	0.000	P14635	G2/mitotic-specific cyclin-B1	Control of the cell cycle at G2/M transition.

SAPD03340	3.298	0.006	Q6P0E4	Type I cytokeratin, enveloping layer	Structural protein.

SAPD11351	3.260	0.003	Q07426	Homolog of Carassius auratus Keratin	Structural protein.

SAPD04986	3.251	0.000	IPI00027157	Homolog of Homo sapiens CENP-F kinetochore protein	Involved in the cell cycle.

SAPD17903	3.160	0.000	IPI00412862	Homolog of Homo sapiens M-phase phosphoprotein 1	Involved in the cell cycle.

SAPD25367	3.039	0.001	Q5XFY1	Macrophage stimulating 1 Hepatocyte growth factor-like	Involved in cell proliferation and differentiation and tissue repair. Epidermal wound healing.

SAPD17933	3.017	0.000	Q15125	3-beta-hydroxysteroid-Delta8,Delta7-isomerase	Involved in sterol contribution to bone development.

SAPD23466	3.013	0.014	XP_641063.1	Hypothetical protein DDBDRAFT_0206057	Ubiquitin: multifunctional protein involved in cell cycle regulation, DNA repair, protein degradation, regulation of transcription, apoptosis and immune response.

SAPD20573	2.987	0.000	Q96EA4	Coiled-coil domain-containing protein 99	Involved in cell divsion via localisation of dyein and dynactin to kinetochore.

SAPD14492	2.975	0.001	P33981	Dual specificity protein kinase TTK	Associated with cell proliferation. Essential for the alignment of chromosomes by enhancing AURKB activity at centromere for mitotic check point.

SAPD09826	2.967	0.000	Q5T113	Uncharacterized protein C9orf156 Nef-associated protein 1	Hydrolyses acyl Co-A thioesters in vitro. Physiological function is unknown.

SAPD18060	2.898	0.001	NP_060445	Zwilch	Essential component of the mitotic check point. Required for dyein-dynactin and MAD1/MAD2 complexes onto kinetochores.

SAPD22251	2.847	0.000	Q6PGQ7	Protein aurora borealis HsBora	Cell division and mitosis.

SAPD11258	2.840	0.000	P29218	Inositol monophosphatase	Cell signalling.

SAPD18820	2.778	0.003	Q12905	Interleukin enhancer-binding factor 2	May regulate transcription of IL2 during T-cell activation: immune response. Functions as a ds RNA binding protein to promote autoimmunity.

SAPD23209	2.755	0.000	O43175	D-3-phosphoglycerate dehydrogenase 3-PGDH	Amino acid biosynthesis, cell growth and differentiation, metabolic development and CNS function.

SAPD18364	2.749	0.000	Q1LV50	Centromere protein P CENP-P	Component of the centromeric complex, involved in mitotic progression and chromosome segregation.

The "Top 20 known genes" were taken from 27 transcripts of which 7 showed no match to genes of known function. Putative functionality was assigned via BLAST sequence similarity searching. All matches are in excess of 1.0 e^-10^. Table definitions are the same as for Table 4.

The overexpression of developmental genes is already known to be involved in stem cell activation and in epidermal-dermal interactions. Examples such as FGFs, Wnts and SHH were not observed to be differentially regulated in the experiments described here, which could be for several reasons, including 1) some of those genes were not represented in the oligo array e.g. sonic hedgehog (SHH) and 2) the timescale of the experiment was not ideal to identify changes in gene expression of developmental genes associated with skin healing since by day 3 histological analysis revealed that epidermis is already re-established. Furthermore, metalloproteinases 2 (MMP-2) and 9 (MMP-9) have been recently suggested to have a role in scale regeneration in zebrafish [21]. However, MMP-2 is not represented in the sea bream microarray and although MMP-9 is represented (SAPD23115) it did not change significantly between the groups analyzed. 

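MMP-9 (SAPD23115) was called in none of the 8 comparisons. Its largest mean change was between 3ST, at -5.02 ± 0.86, and 3N, at -3.13 ± 2.15 (SD, n = 5; exact permutation test, p = 0.0714). The log2 changes there were -2.16 (SE 0.77, adjusted p = 0.12) for one probe and -1.62 (SE 0.79, adjusted p = 0.281) for the other (limma, Benjamini-Hochberg).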

Of the metalloproteinases present on the microarray (MMP-9, MMP-7.MMP-15 and MMP-28) only matrilysin (MMP-7) was modified and it was down-regulated in unfed fish without scales compared to the unfed fish on day 3 of the experiment. 

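MMP-7 (SAPD01702) was called down-regulated in 3STWS against 3ST. One of its probes was well above background in no 3STWS fish, so its level in 3STWS was at least 2.17-fold lower. Its mean was -2.87 ± 0.51 in 3ST (SD, n = 5), the exact permutation p was 0.00794, and the log2 changes were -2.65 (SE 0.54, adjusted p = 0.00349) for one probe and -2.19 (SE 0.57, adjusted p = 0.0233) for the other (limma, Benjamini-Hochberg).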

The sea bream oligo-array results were also queried for known calcitropic factors, for example, PTH (parathyroid hormone) and PTH related peptide (PTHrP), which are related with calcium and phosphorus homeostasis in fish [35,75], and calcitonin, whose hypo or hypercalcemic role in fish is not yet clarified [11,76,77], no significant differences in expression were observed. The same was observed for other calcitropic hormones represented in the array (such as prolactin, prolactin-receptor and PTH receptor 1), but to a certain extent this was to be expected given the previously estimated timescales for these processes, albeit in a different species [8]. Moreover, the target tissue in the present study, the skin, is not recognised as an important source of these hormones which tend to be produced in appreciable levels by specific endocrine tissues.

### Day 7 sampling

The biggest changes in the skin/scale transcriptome amongst the treated groups occurred at day 3. By day 7, when re-epithelisation had occurred and a thin regenerated scale was visible (Figure 1), relatively few differences were found when expression analyses were carried out. Over the four comparisons, a total of 49 probes were up-regulated only 21 of which had associated annotation, representing 17 putative unique transcripts (Table 8). It was also difficult to make generalisations about the on-going cellular processes, but the differentially expressed genes indicate a continued requirement for cell division and proliferation. 

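The 92 up-regulated transcripts of day 7 came from 78 distinct transcripts, of which 13 had a name in the study's lists. Of the entries of Table 8, 5 of 6 were called in 7WS against 7N, 2 of 5 in 7ST against 7N, 2 of 4 in 7STWS against 7N and 3 of 6 in 7STWS against 7ST, and each entry was higher, as in the table. With the slide as a random block these were 1, 0, 1 and 1 by limma. Claudin 1 (SAPD11984) was well above background in no 7N fish and was at least 14.2-fold higher in 7WS (limma, larger adjusted p = 0.000226). All entries were called from the authors' normalized intensities. As many called transcripts as in 7STWS against 7ST, 16, came from 19 of 100 splits of those arrays into groups of 5, the real one included.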

The putative identification of the transforming acidic coiled coil 3 (TACC3) indicates the continuance of scale cell proliferation, as this gene in humans was shown to be involved in the control of cell growth and differentiation [78,79]. 

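TACC3 (SAPD11480) was at 0.93 ± 0.28 in 7WS and -0.09 ± 0.51 in 7N (SD, n = 5), with no overlap between the groups (exact permutation test, p = 0.00794). Its log2 changes were 1.01 (SE 0.30, adjusted p = 0.051) for one probe and 1.04 (SE 0.31, adjusted p = 0.0523) for the other (limma, Benjamini-Hochberg), so that it was not called. On day 3 it was called in 3WS against 3N, with a mean log2 change of 1.18, and in 3STWS against 3ST, with 2.51. The cell division list had a mean log2 change of 0.75 in 7WS against 7N, with 9 of 9 transcripts higher, and of 0.55 in 7STWS against 7ST, with 8 of 9 higher. Exact permutation tests of the mean level gave p = 0.0556 and p = 0.151. By fry the p-values were 0.0266 and 0.121, or 0.0398 and 0.121 after adjustment over 3 comparisons, and by camera 2.81e-07 and 0.00142. No member was called, neither over all transcripts nor adjusted over the list alone. Under spike-in scaling the p-value of fry was 0.064 for 7WS against 7N, and for 7STWS against 7ST it was 0.787, with a mean log2 change of 0.13 and 4 of 9 transcripts higher. With no scaling the p-values were 0.078 and 0.0393. In 7STWS against 7N the cell division list had a mean log2 change of 0.25, with 6 of 9 transcripts higher (exact permutation test, p = 0.516), and under spike-in scaling -0.66, with 0 of 9 higher (p-value of 0.132 by fry). A list of the 5 cell cycle transcripts of Table 4, made after the data were seen, had mean log2 changes of 0.85 in 7WS against 7N, 0.81 in 7STWS against 7ST and 0.69 in 7STWS against 7N. Exact permutation tests gave p = 0.0238, p = 0.00794 and p = 0.00794. By fry the p-values were 0.00558 in 7WS against 7N and 0.00754 in 7STWS against 7ST, and under spike-in scaling 0.0163 and 0.262.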

As in day 3, some genes are up-regulated in more than one of the comparisons made (Figure 2B). 

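The GINS complex subunit PSF1 (SAPD00429) was at 1.63 ± 0.25 in 3WS, 0.61 ± 0.43 in 3N, 1.75 ± 0.60 in 3STWS and -0.20 ± 0.23 in 3ST on day 3 (SD, n = 5). On day 7 it was at 0.88 ± 0.37 in 7WS, -0.19 ± 0.62 in 7N, 1.13 ± 0.29 in 7STWS and -0.02 ± 0.51 in 7ST. It was called up-regulated in 3STWS against 3N, 3STWS against 3ST, 7WS against 7N, 7STWS against 7N and 7STWS against 7ST, with mean log2 changes of 1.14, 1.95, 1.07, 1.32 and 1.15. In 3WS against 3N the log2 changes were 1.06 (SE 0.28, adjusted p = 0.029) for one probe and 0.99 (SE 0.28, adjusted p = 0.0432) for the other (limma, Benjamini-Hochberg), and the latter was short of a 2-fold change. With the slide as a fixed block, the mean log2 change in 3WS against 3N was -0.01.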

The GINS complex subunit 1 (PSF1 homolog) reported to be involved in regulating proliferation of stem cells, for example in response to acute bone marrow regeneration in mammals [80], is up-regulated in 3 of the four comparisons performed for both days 3 and 7 after scale removal where the factor analysed is the skin/scale regeneration. Taken together, the up-regulation of the GINS complex transcripts in all the groups where scales were removed at both day 3 and 7 of regeneration may indicate that, in teleosts, this transcript and its protein product may be regulating the process of skin/scale regeneration by the induction of cell proliferation.

**Table 8:** Known Genes up-regulated in the 7 day sampling.

Clone	LogFold	adj P-val	Acc. Number	Gene Identification	Putative function
**Group without scales (WS) in relation to the control (N)**					

SAPD11984	5.158	0.002	Q6E5T5	Claudin 1	Calcium-independent cell-adhesion activity.

SAPD02183	3.186	0.015	IPI00028413	Inter-alpha globulin Inhibitor H3	Hyaluronan metabolic processes.

SAPD18084	2.505	0.012	NP_001012506	Hypothetical protein LOC503524	Oxidoreductase. Potential role in ketone utilisation as a secondary energy source or generate precursors for lipid and sterol synthesis.

SAPD01661	2.356	0.019	Q5PSM1	Betaine homocysteine methyltransferase	Involved in methionine and betaine production (membrane composition, osmolyte concentrations and protein unfolding).

SAPD00429	1.129	0.013	Q14691	DNA replication complex GINS protein PSF1	Essential role in DNA replication.

SAPD11480	1.049	0.032	NP_001011729	Transforming acidic coiled coil 3	Involved in centrosome/mitotic spindle dynamics, gene regulation.

**Group starved (ST) in relation to the control (N)**					

SAPD06461	3.250	0.003	Q9BY76	Angiopoietin-related protein 4 precursor	Inhibition of proliferation, migration and tubule formation of endothelial cells. May exert a protective action on endothelial cells via endocrine action.

SAPD25996	2.942	0.011	Q9BY76	Angiopoietin-related protein 4 precursor	Inhibition of proliferation, migration and tubule formation of endothelial cells. May exert a protective action on endothelial cells via endocrine action.

SAPD10144	1.903	0.023	Q15119	Pyruvate dehydrogenase kinase isoform 2	Regulation of glucose metabolism.

SAPD22443	1.672	0.008	Q96DE5	Uncharacterized protein C10orf104	Cell cycle control.

SAPD13172	1.576	0.014	NP_001018326	villin 2 ezrin like	Involved the cytoskeleton, may influence rho signalling pathways.

**Group starved and without scales (7STWS) in relation to the control (7N)**					

SAPD06461	2.772	0.011	Q9BY76	Angiopoietin-related protein 4 precursor	Inhibition of proliferation, migration and tubule formation of endothelial cells. May exert a protective action on endothelial cells via endocrine action.

SAPD13675	2.203	0.029	P40313	Chymotrypsin-like protease CTRL-1 precursor	Protein degradation, degradation of old proteins for nutrition, control of protein activity, defense activity.

SAPD18879	1.437	0.007	P50570	Dynamin-2	Involved in the cytoskeleton and muscle structure.

SAPD00429	1.411	0.002	Q14691	DNA replication complex GINS protein PSF1	Essential role in DNA replication.

**Group starved and without scales (7STWS) in relation to starved group (7ST)**					

SAPD03340	3.815	0.002	Q6P0E4	Type I cytokeratin, enveloping layer	Structural protein.

SAPD01645	3.471	0.028	Q99895	Caldecrin precursor (Chymotrypsin C)	Protease activity and hypocalcaemic activity: decreases serum calcium.

SAPD03019	1.759	0.044	P35222	Catenin beta-1 Beta-catenin	Regulation of cell adhesion. Transcriptional co-activator via the Wnt pathway (development, cell proliferation and differentiation).

SAPD00618	1.469	0.007	NP_998168	Hypothetical protein LOC406276	Important role in the modification and proliferation of neurons.

SAPD00429	1.199	0.009	Q14691	DNA replication complex GINS protein PSF1	Essential role in DNA replication.

SAPD21979	1.121	0.037	P50454	Serpin H1 precursor	Essential in collagen synthesis.

The genes from the comparisons WS v. N, ST *v. *N, STWS v. N and STWS v. ST were taken from 8, 14, 17 and 10 transcripts of which 2, 9, 13 and 4, respectively, showed no match to genes of known function. Putative functionality was assigned via BLAST sequence similarity searching. All matches are in excess of 1.0e^-10^. Table definitions are the same as for Table 4.

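Type I cytokeratin (SAPD03340) was at 4.99 ± 0.54 in 7STWS and 1.21 ± 2.67 in 7ST (SD, n = 5; exact permutation test, p = 0.00794). Its log2 changes were 3.90 (SE 0.73, adjusted p = 0.00154) for one probe and 3.67 (SE 0.68, adjusted p = 0.00139) for the other (limma, Benjamini-Hochberg). In 7WS against 7N its mean log2 change was 1.47, and it was not called.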

There is also an element of cytoskeletal remodelling via the up-regulation of structural proteins (e.g. cytokeratin) and protein degradation. Similarly, as was noted with the fasted group (when compared with controls), there are a couple of genes up-regulated in sea bream, that in humans produce structural problems when defective. 

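Dynamin-2 (SAPD18879) was at -0.93 ± 0.16 in 7STWS and -2.09 ± 0.25 in 7N (SD, n = 5; exact permutation test, p = 0.00794), with log2 changes of 1.33 (SE 0.35, adjusted p = 0.027) for one probe and 0.99 (SE 0.27, adjusted p = 0.0319) for the other (limma, Benjamini-Hochberg). One probe fell short of a 2-fold change, so that it was not called. Serpin H1 (SAPD21979) was at -0.16 ± 0.39 in 7STWS and -1.34 ± 0.73 in 7ST, and its larger adjusted p was 0.0514. Both were called from the authors' normalized intensities.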

Mutations in Dynamin 2 produce abnormally large nuclei in skeletal muscle cells, resulting in muscle weakness [81], whilst serpin H1 is an essential chaperone in collagen synthesis, with deficiencies in humans resulting in the premature rupture of placental membranes [82]. As with the 3 days fasted vs. fasted without scales comparisons, at day 7 there are up-regulated transcripts potentially linked with mineralization. Such as, caldecrin precursor that exerts a hypocalcaemic activity, decreasing serum calcium, and may indicate that the fish is now actively mobilising calcium for scale mineralization.

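Caldecrin (SAPD01645) was at -2.70 ± 1.67 in 7STWS and -5.56 ± 0.81 in 7ST (SD, n = 5; exact permutation test, p = 0.0159) and was not called, with log2 changes of 3.31 (SE 0.76, adjusted p = 0.00949) for one probe and 2.41 (SE 1.01, adjusted p = 0.201) for the other (limma, Benjamini-Hochberg). Each of its probes was well above background in 1 of the 5 7ST fish. From the authors' normalized intensities it was called.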

### Real time RT-PCR

To corroborate the microarray data gene-specific qPCRs were performed. 

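Fold changes of 10 transcripts in the 4 comparisons of day 3 were set against the qPCR fold changes of Table 9, which are the paper's. Over the 40 pairs, Pearson's r was 0.894 for probe 1 and 0.898 for probe 2 (permutation test, p = 1e-05 for each, the smallest that 100000 permutations can give, and 1e-05 after Benjamini-Hochberg adjustment over 20 relations). The squares of these are 0.800 and 0.806. Spearman's rho was 0.903 and 0.925 (permutation p = 1e-05 for each). Pairs are transcripts in comparisons that share fish, and are not independent. Spike-in scaling moved r most, to 0.843 for probe 1. Without the pairs farthest from the median qPCR fold change, r was 0.895 and 0.912. From the authors' normalized intensities, r was 0.895 for probe 1 and 0.901 for probe 2.

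**Figure D4:**
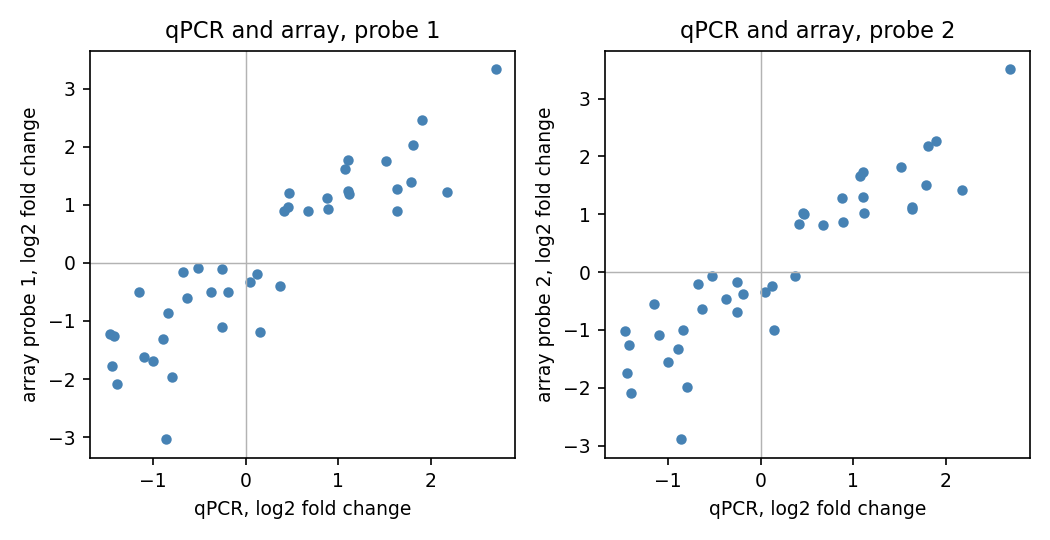
Log2 fold change on the array (vertical axes, probe 1 on the left and probe 2 on the right) against the paper's log2 fold change by qPCR (horizontal axes). Points are 40 pairs of a transcript and a comparison, and grey lines mark no change.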

In general, the direction of change in expression was concordant between qPCR and the microarray probes and a positive Pearson correlation was obtained between qPCR and probe_1 (r^2 ^= 0.895, p < 0.0001 n = 40) and between qPCR and probe_2 (r^2 ^= 0.901, p < 0.0001 n = 40) (Table 9). Despite the good correlation observed between the gene expression analyzed by qPCR and the microarray data, a few exceptions were observed, the qPCR fold-change for SPP1 transcript in group 3ST; for ColVA2 transcript in group 3WS; for Col1A1 transcript for group 3ST and for p22phox transcript in group 3STWS vs. starved group was not correlated with the microarray fold-change. The latter is explained by the high variability found for this gene in different individuals in the experimental groups. The best concordance between qPCR and microarray data is achieved when the observed microarray fold change is between 2 and 7 [36], and in the present experiments the genes analyzed by qPCR which had fold changes closest to the lower limit had lower correlations with the microarray data.

**Table 9:** Comparison of Fold-change values from qPCR target genes and microarray in the 3 day sampling.

		WS			ST			STWS			ST vs STWS		
**SAPD ID**	**Target Transcript**	**qPCR**	**Probe 1**	**Probe 2**	**qPCR**	**Probe 1**	**Probe 2**	**qPCR**	**Probe 1**	**Probe 2**	**qPCR**	**Probe 1**	**Probe 2**

SAPD03530	Collagen V alpha2	1.087*	0.780	0.758	0.836	0.814	0.782	0.646	0.598	0.580	0.772	0.734	0.741

SAPD01318	Collagen I alpha1	0.838	0.398	0.547	1.294*	0.570	0.770	0.467	0.281	0.413	0.361	0.492	0.536

SAPD26722	SPP1	0.552	0.116	0.130	1.109*	0.415	0.477	0.501	0.293	0.323	0.451	0.708	0.678

SAPD00344	p22phox protein	0.574	0.255	0.250	0.367	0.296	0.303	0.380	0.231	0.231	1.035*	0.780	0.763

SAPD13946	Retinol-binding protein I	3.097	1.738	2.117	0.877	0.680	0.765	1.840	2.023	2.329	2.098	2.976	3.044

SAPD02730	Glutathione S-transferase A5	1.846	1.774	1.726	0.697	0.873	0.900	2.168	2.080	1.896	3.112	2.384	2.017

SAPD23304	Cytochrome c	1.373	1.874	1.949	0.625	0.873	0.845	2.149	2.180	2.278	3.438	2.498	2.696

SAPD20351	Beta-2-glycoprotein I	4.507	2.292	2.698	6.490	9.503	10.862	3.492	3.870	4.304	0.538	0.407	0.396

SAPD05261	IFI56	2.144	3.291	3.213	0.372	0.422	0.417	1.385	2.193	1.906	3.728	5.202	4.574

SAPD02155	pCNA	1.329	1.754	1.62	0.558	0.517	0.489	1.598	1.692	1.585	2.862	3.273	3.240

Comparisons were made for each treatment in relation to the control with the additional comparison of fasted vs. fasted without scales (ST vs. STWS). Values correspond to the Fold-change which was calculated by the ratio of mean expression values between treatment and control groups (individual biological replicates of n = 5 for both qPCR and microarray). * indicate where differences between qPCR and microarray data were observed.

## Conclusions

Fish skin is a very metabolically active organ which has crucial physiological functions, in osmotic regulation and is also an important immune barrier. Loss of scales and superficial wounds occur in both wild and captive teleosts and the vital importance of integument integrity means damage must be repaired as soon as possible. Although several studies exist which characterise tissue and cellular changes underlying skin regeneration in teleosts, molecular studies have largely been centred on scale formation and calcification, with the latter process not taking place until 14-28 days after scale removal [8]. The study described here, concentrates on the initial stages of scale removal and re-epithelialization. Our results show that this is a dramatic process, mainly occurring within the first three days after scale loss. The identification of numerous genes involved in the mitotic checkpoint and cell proliferation indicates that, with a more detailed time course experiment, this procedure represents a good model for understanding cell proliferation and control within the constraints of whole animal physiology. The utilisation of starvation as a treatment emphasised not only the essential processes underlying repair of the epithelia, but also the competing whole animal physiological requirements with regard to barrier repair, infection control and energy homeostasis. Comparison with human disease genes has identified several putative candidates in fish for the maintenance of cytoskeletal structure, which are of potential use in aquaculture and fish husbandry studies.

## Methods

### Fish

Juvenile sea bream (*Sparus auratus*) were maintained at the Centre of Marine Science (CCMAR) field station (Ramalhete, Faro, Portugal) in through-flow seawater tanks (2000L) at 17-21°C, 36% salinity and 12 h light and 12 h dark photoperiod for several weeks prior to the start of the experiments. The maintenance of fish and subsequent experiments complied with the Guidelines of the European Union Council (86/609/EU) and was covered by a group 1 licence (Direcção-Geral de Veterinária, Portugal). Behaviour and health of animals was monitored visually each day and no mortality occurred during the experiment.

### Experimental Design

Sea bream (n = 8 fish/tank, 93.4 ± 3.1 g) were acclimatised for one week to the experimental circuit which consisted of 8 through-flow seawater tanks (500L), with water maintained at 19-21°C, 36% salinity and a 12 h light and 12 h dark photoperiod. Food was withheld from the fasted experimental groups for 1 week (-7 days) prior to removal of the scales which was considered day 0 of the trial (Figure 3). The experiment had 3 treatment groups: ST = fasted for duration of experiment; WS = scales removed at time 0; STWS = fasted for duration of the experiment with scales removed at time 0 and the control group (N) with no treatment but subjected to the same anaesthesia/handling as the treatments groups.

**Figure 3:**
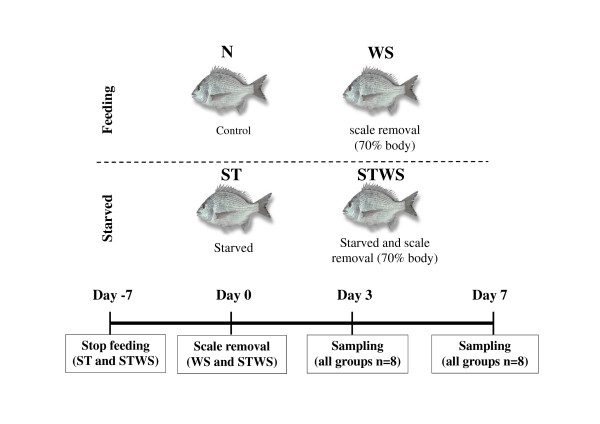
**Experimental design**. Eight groups were generated, four were sampled 3 days after scale removal and the others were sampled on day 7. Four different groups were created: N - control fish in normal conditions; WS - fish fed normal ration levels but with ~60-70% of scales removed; ST - fasted fish and STWS - fasted fish with ~60-70% of scales removed. Food was withdrawn from fish in the ST and STWS groups 7 days before the removal of the scales (day 0) and for the duration of the experiment.

Duplicate tanks for each treatment were prepared (day 3 and day 7) and 8 fish were sampled from one tank 3 days after the scales had been removed and from the second tank 7 days after the scales had been removed. Two tanks contained the control fish and were sampled at the same time as the experimental groups at day 3 and 7. To remove the scales, fish were lightly anaesthetised in 2-phenoxyethanol (1:5000, Sigma-Aldrich, Madrid, Spain) and scales were removed (approximately 60-70%) by wiping fish with a wet paper towel in order to minimize damage. For sampling fish were anaesthetised in 2-phenoxyethanol, as described above, weight and length was measured, blood collected and centrifuged (10,000 rpm for 5 minutes) and the plasma stored at -20°C. Fish were sacrificed by sectioning the spinal cord and skin was collected (approximately 1 cm^2^) from below the dorsal fin and carefully dissected free of muscle and snap frozen in liquid nitrogen and stored at -80°C. For histology, skin with some adhering muscle was fixed overnight at 4°C in 4% PFA.

### Plasma measurements

To determine the possible effect of treatments on plasma composition but also to evaluate the physiological condition of the experimental and control animals, calcium, phosphorus, glucose and lactate were determined. Duplicate samples of sea bream plasma (10 μl diluted 1/4 in milliQ water), collected from 8 fish/experimental group, 3 days after the removal of scales were measured. Colourimetric tests were performed according to the manufacturers' instructions and absorbance measured with a microplate reader:

• Calcium: Calcium-ο-C v/v kit (ο-cresolphtalein, v/v, colorimetric; Spinreact ref. 1001061, Spain), absorbance at 570 nm.

• Phosphorus: Phosphorus - UV kit (Phosphomolybdate, uv; Spinreact ref. 1001155, Spain), absorbance at 340 nm.

• Glucose: Glucose-TR kit (GOD-POD; Spinreact ref. 1001190/1001191/1001192, Spain), absorbance at 505 nm.

• Lactate: Lactate kit (LO-POD Enzymatic colorimetric; Spinreact ref. 1001330, Spain), absorbance at 505 nm.

### Histology of sea bream skin and scales

To characterize sea bream skin and scale morphology, samples fixed in 4% PFA were decalcified overnight in 0.5 M EDTA, pH 8, dehydrated through a graded ethanol series, saturated in xylene and impregnated and embedded in paraffin wax (Merck, Germany). Serial sections (5 μm) of skin were mounted on 3-aminopropyltriethoxysilane (APES; Sigma-Aldrich, Madrid, Spain) coated glass slides. The sections were dried overnight at 37°C, cooled to room temperature and stored or stained. To distinguish between collagen rich and/or mineralized and non-mineralized tissue, sections were stained with Masson's trichrome [83]. Skin sections were rapidly dehydrated through a graded series of alcohols, cleared in xylene and mounted in DPX mountant (BioChemika, Sigma-Aldrich, Madrid, Spain). Stained sections were analyzed using a microscope (Leica DM2000) coupled to a digital camera (Leica DFC480) and linked to a computer for digital image analysis.

### Sea bream microarray

A 4 × 44 k oligo-array developed and validated for the gilthead sea bream by Ferraresso *et al. *[36] was used in this study. The array contained 39,379 sea bream oligonucleotide probes covering 19,715 unique transcripts and of these, 19,650 were represented by two non-overlapping probes and 65 were present as a single probe. 

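In the scanner files, 39379 probes other than control spots stood for 19722 transcripts by their clone names, 19657 of them with 2 probes and 65 with 1 probe. On every one of the 40 arrays, 16456 of the probes were well above background, and 4744 were so on no array. A further 20 probes of Arabidopsis controls were left out.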

Owing to the expansion of teleost sequences in the public databases since the publication of Ferraresso *et al*. [36], a re-annotation of probes was carried out with Blastx similarity searches against the Uniprot/Swissprot and Uniprot/Trembl databases [37]. Annotation was assigned for probes with an expected score in excess of 1e^-10^.

Total RNA was extracted from five individual fish using an RNeasy Mini kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions. RNA quality and integrity were checked using an Agilent 2100 Bioanalyser (Agilent technologies, Palo Alto, CA) and only samples with an RNA integrity index number (RIN) >7.5 were processed for use in microarray analysis. Samples from each treatment group (5 replicates) were labelled with Cy3-dCTP and hybridizations were performed using the Agilent One-Colour Microarray-Based Gene Expression Analysis protocol with the modifications described by Ferraresso *et al. *[36]. The arrays were scanned on an Agilent G2565BA DNA microarray scanner, at a resolution of 5 μm, and at two different sensitivity levels (XDR Hi 100% and XDR Lo 10%). The XDR Hi and XDR Lo images generated per array were analysed together and the data extracted. Background subtraction was performed using the standard procedure in the Agilent Feature Extraction Software 9.5.1. Spike-In Viral RNAs were used to control array hybridization intensities and ensure normalization gave a uniform signal across all microarray slides. The R [84] limma package [85] was used for microarray analysis. A factorial design of the treatments were compared by fitting a linear model [86] with differentially expressed clones selected by a Benjamini and Hochberg [87] globally adjusted p-value of 0.05 and a minimum two-fold change. The transcripts represented by two non-overlapping probes were only selected when both probes were differentially expressed.

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [88] and are accessible through GEO Series accession number GSE30717 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE30717).

### Gene Ontology Annotations and GO enrichment

Accession numbers associated with the probe annotations were used to assign GO and GOSLIM terms [89]. GO enrichment was determined by a proportion test between the number of clones representing a GO term on the array compared to the number of differentially expressed clones representing the same GO term in a given comparison with a p-value cut-off of 0.05.

### Ingenuity pathway Analysis

Cellular networks arising from the gene expression data were identified and established through the use of IPA (Ingenuity Systems, http://www.ingenuity.com). The sequences of differentially expressed genes from treatments collected at 3 days were all submitted to BLASTN in order to identify human orthologues. The accession numbers were extracted and used as identifiers in IPA together with the fold-changes of the corresponding differentially expressed genes. The Ingenuity knowledge base was used as a reference and direct and indirect relationships were included and no filters were applied. Bio functions, namely molecular and cellular functions and physiological system development and function significantly (p < 0.05) related with the input dataset were identified. Networks were then algorithmically generated based on their connectivity and a score was assigned. The score was used to rank networks according to how relevant they were to the genes in the input dataset.

### Microarray validation by real time RT-PCR

Array results were corroborated by real-time RT-PCR using when possible RNA extracted from the same individuals used for array analysis from all the different treatments at the 3 day time point. Ten genes were analysed and primers were designed using Beacon Design software (Premier Biosoft Int., Palo Alto, CA) (Table 10). For cDNA synthesis, 1 μg of total RNA was pre-treated with DNA-free Kit (Ambion, UK) to remove genomic DNA and then cDNA synthesis carried out using 250 ng of DNAse-treated total RNA, 200 ng of random hexamers (GE Healthcare, Little Chalfont, UK), 40 U of MMLV reverse transcriptase (RT) (Promega, Southampton, UK) and 5 U of RNAguard Rnase inhibitor (GE Healthcare, Little Chalfont, UK) in a final reaction volume of 20 μl. Q-PCR was performed in duplicate reactions using SYBRgreen chemistry (Power SYBR^® ^Green PCR Master Mix, Applied Biosystems, UK) and the relative standard curve method, using a StepOnePlus qPCR thermocycler and StepOne software v2.0 (Applied Biosystems, UK). PCR cycling conditions were 10 min at 95°C, followed by 55 cycles of 10 sec at 95°C, 20 sec at the optimal temperature for each primer pair (Table 10), and 30 seconds at 72°C. A final melting curve was carried out between 60 and 95°C for all genes and each produced single products/dissociation curves. Standard curves relating initial template quantity to amplification cycle were generated using serial dilutions of linearized plasmid DNA containing the gene of interest or of RT-PCR specific product obtained from the same specie and tissue, and the efficiency of qPCR reactions ranged between 82-100%, with the exception of SAPD20351 and SAPD13946 that had efficiencies of 73.1 and 78.6%, respectively, and all gave R^2 ^> 0.985. All amplicons were sequenced to confirm specificity of the PCR reaction. Ribosomal protein S18 (S18) expression was quantified using the same conditions as the other genes. No statistically significant differences were found between experimental groups so it was chosen as an endogenous reference gene to normalize qPCR data as it had a low inter-group variation and a similar level of expression to the analyzed genes. Statistical significance of relative gene expression between groups was analysed by one-way ANOVA using the software SigmaStat v.3.1 (SPSS Inc, Chicago, USA). Pearson correlations between the qPCR relative expression and microarray expression of both probes (average of individuals in each experimental group) were calculated for each gene. Statistical significance was established at p < 0.05.

**Table 10:** List of primers used for real time RT-PCR.

SAPD ID	Gene Name	Accession Number	Primer sequence (5'→ 3')	Amplicon (bp)	Temp (°C)	Efficiency
SAPD20351	Beta-2-glycoprotein I precursor	IPI00298828	F: TGGTTCGCCTCCTGTCTCC R: GGTTCTGGTGACTCATCCTCTG	178	60	73.1%

SAPD01318	Collagen alpha1 I chain precursor	P02452	F: AGACCTGCGTATCCCCAACTC R: GCCACCGTTCATAGCCTCTCC	110	57	83.4%

SAPD03530	Collagen alpha2 V chain precursor	IPI00293881	F: ACCTGTGACGACCTGAAGAGATGC R: TGGATGGGTTGGCGGAGATGC	145	60	86.8%

SAPD23304	Cytochrome c	P81459	F: AGGCATTCGTCCAGAAGTGTG R: TGGCATCGGTGTAGGAGTAGC	132	56	84%

SAPD05261	IFI56	Q7T2R0	F: ACCTCGCTGCTCAGTACCTC R: GCCTCCTCCGCCAAATCAATG	184	57	87.7%

SAPD02730	Glutathione S-transferase A5	Q7RTV2	F: AGACGTGCTGCTGCTTGAATGC R: TGGCTTCGGCTTCCTCTTGCTG	157	60	99.1%

SAPD00344	P22phox protein	NP_001027717	F: ATGCTTGCCACCGTCCTG R: TCTTGATGCTCTCTGCGACTG	139	60	82.4%

SAPD02155	Proliferating cell nuclear antigen (pCNA)	P12004	F: GAGCAGCTGGGTATTCCAGA R: CTGTGGCGGAGAACTTGACT	148	60	83.4%

SAPD13946	Retinol-binding protein I, cellular	P82980	F: TCCGCACCATAACCACCTTCAAG R: CCAGCCTCGTCCTTCCTTCTCC	168	60	78.6%

SAPD26722	SPP1 protein	NP_001002308	F: AGGTTGCTGACAGTTCTGAGAG R: GCGGCTGCTGCTACAATG	130	57	92.2%

**---**	Ribosomal protein S18	AM490061	F: AGGGTGTTGGCAGACGTTAC R: CTTCTGCCTGTTGAGGAACC	164	60	92.1%

Microarray Probe ID, primer sequences, amplicon sizes, annealing temperature and qPCR efficiency are shown.

## Authors' contributions

FAV designed and conducted the sea bream experiment, performed microarray analysis and qPCR for microarray validation, analysed the results and wrote the manuscript; SG assisted in the sea bream experiment and the oligo-array hybridization; SF and MM conducted the oligo-array hybridization; MAST performed the microarray data analysis; RC carried out the histology; LB conducted the oligo-array hybridization and edited the manuscript; MSC assisted in the interpretation of results and writing of the manuscript; AVMC designed the experiment and edited the manuscript; DMP designed and conducted the experiment, analysed the results and wrote the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Complete lists of up or down-regulated genes in the microarray**. The differentially expressed probes of the microarray are listed for each of the comparisons made (N vs. WS; N vs. ST; N vs. STWS and ST vs. STWS) for both day 3 and 7 of the experiment. For each comparison two tables are presented: one for the up-regulated probes and another for the down-regulated probes. A summary of the information available is also given in the first spreadsheet of the file. Click here for file

Additional file 2 **GOSLIM (Biological process) diagrams**. The percentage of the GOSLIM categories is represented for all the transcripts in the microarray and also for the differentially expressed genes in the comparisons of day 3: N vs. WS; N vs. ST; N vs. STWS and ST vs. STWS. Click here for file

Additional file 3 **Top five Bio Functions identified for each comparison by IPA on day 3**. Bio Functions for each category (Molecular and Cellular Functions, and Physiological System Development and Function), the p-value and the number of implicated molecules are shown. Click here for file

# Supplementary material for: Skin healing and scale regeneration in fed and unfed sea bream, Sparus auratus
**Source:** BMC Genomics. 2011 Oct 7;12:490. doi: 10.1186/1471-2164-12-490
**Supplement:** Additional file 3 — Top five Bio Functions identified for each comparison by IPA on day 3. Bio Functions for each category (Molecular and Cellular Functions, and Physiological System Development and Function), the p-value and the number of implicated molecules are shown.

**Additional File 3 – Top five Bio Functions identified for each comparison by IPA on day 3.** Bio Functions for each category (Molecular and Cellular Functions, and Physiological System Development and Function), the p-value and the number of implicated molecules are shown.

| **Group** | **Molecular and cellular** | **p-value** | **# Molecules** | **Physiological System Development and Function** | **p-value** | **# Molecules** |
| --- | --- | --- | --- | --- | --- | --- |
| **NvsWS3** |  |  |  |  |  |  |
|  | Amino Acid Metabolism | 7.17E-07 - 1.37E-02 | 8 | Lymphoid Tissue Structure and Development | 1.74E-04 - 6.89E-03 | 2 |
|  | Small Molecule Biochemistry | 7.17E-07 - 1.37E-02 | 15 | Tissue Morphology | 5.16E-04 - 1.37E-02 | 7 |
|  | Cell Cycle | 4.32E-05 - 1.37E-02 | 12 | Hematological System Development and Function | 7.53E-04 - 1.37E-02 | 8 |
|  | Cell-To-Cell Signaling and Interaction | 7.77E-05 - 1.37E-02 | 12 | Hematopoiesis | 7.53E-04 - 1.37E-02 | 6 |
|  | Post-Translational Modification | 1.74E-04 - 1.37E-02 | 5 | Connective Tissue Development and Function | 1.36E-03 - 1.37E-02 | 7 |
| **NvsST3** |  |  |  |  |  |  |
|  | Cell Cycle | 3.51E-05 - 4.75E-02 | 12 | Hair and Skin Development and Function | 2.10E-03 - 4.69E-02 | 3 |
|  | Lipid Metabolism | 1.55E-04 - 4.69E-02 | 12 | Tissue Development | 2.10E-03 - 3.67E-02 | 10 |
|  | Nucleic Acid Metabolism | 1.55E-04 - 4.18E-02 | 11 | Hematological System Development and Function | 5.21E-03 - 4.81E-02 | 6 |
|  | Small Molecule Biochemistry | 1.55E-04 - 4.69E-02 | 22 | Immune Cell Trafficking | 5.21E-03 - 3.01E-02 | 5 |
|  | Cellular Assembly and Organization | 1.67E-04 - 4.69E-02 | 8 | Cardiovascular System Development and Function | 5.32E-03 - 4.69E-02 | 6 |
| **NvsSTWS3** |  |  |  |  |  |  |
|  | Amino Acid Metabolism | 1.93E-06 - 1.50E-02 | 7 | Tumor Morphology | 1.49E-04 - 1.50E-02 | 8 |
|  | Small Molecule Biochemistry | 1.93E-06 - 1.50E-02 | 28 | Organismal Survival | 2.44E-04 - 7.13E-04 | 9 |
|  | Drug Metabolism | 7.90E-05 - 1.50E-02 | 6 | Lymphoid Tissue Structure and Development | 3.70E-04 - 1.00E-02 | 2 |
|  | Lipid Metabolism | 7.90E-05 - 1.50E-02 | 16 | Organ Development | 4.94E-04 - 1.50E-02 | 7 |
|  | Vitamin and Mineral Metabolism | 7.90E-05 - 1.50E-02 | 7 | Organ Morphology | 4.94E-04 - 1.50E-02 | 12 |
| **STvsSTWS3** |  |  |  |  |  |  |
|  | Cell Cycle | 2.81E-08 - 1.91E-02 | 55 | Hematological System Development and Function | 2.34E-04 - 1.87E-02 | 21 |
|  | Cellular Assembly and Organization | 1.88E-06 - 1.91E-02 | 43 | Immune Cell Trafficking | 2.34E-04 - 1.87E-02 | 21 |
|  | DNA Replication, Recombination, and Repair | 8.07E-06 - 1.91E-02 | 56 | Cardiovascular System Development and Function | 5.28E-04 - 1.91E-02 | 18 |
|  | Cellular Growth and Proliferation | 3.90E-05 - 1.91E-02 | 85 | Connective Tissue Development and Function | 7.20E-04 - 7.13E-03 | 12 |
|  | Cell-To-Cell Signaling and Interaction | 5.08E-05 - 1.91E-02 | 29 | Tissue Development | 8.20E-04 - 1.91E-02 | 26 |

Biofunctions significant at p<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

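Gene expression was measured in the skin and scales of 40 sea bream with a one-colour Agilent array, with 5 fish in each of 8 groups and 1 fish per array. The groups are given by day (3 or 7), feeding and scale removal, and the replicate numbers are those of the study. Each array had 40816 spots, of which 39379 probes other than controls stood for 19722 transcripts, 19657 with 2 probes and 65 with 1.

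The authors scanned the arrays and extracted each spot's intensity with Feature Extraction 9.5.1, and the deposited scanner files hold a background-subtracted intensity on a linear scale. The authors also deposited a series matrix of linear-scale intensity, normalized between arrays. On each array it lacks values for as many probes as the scanner software marked as not found, such as 4197 in 3N replicate 1. Such probes were kept here. The paper states that spike-in viral RNA served to check hybridisation and an even signal over slides after normalization, and does not name the algorithm. The qPCR fold changes are those of the paper.

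The log2 of the background-subtracted intensity was expressed relative to the 75th percentile of the array. The 199 spots flagged as outliers were treated as missing, and 20 probes of Arabidopsis controls were left out. Linear models with a mean for each group were fitted over all 40 arrays with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation. P-values were adjusted by the Benjamini-Hochberg method over all probes and the 8 comparisons of the study. Transcripts were called when each probe had an adjusted p under 0.05 and a change of at least 2-fold in the same direction. A further 4 contrasts, 7N against 3N, the interaction of scale removal with fasting on day 3, and the changes of the response from day 3 to day 7 in fed and in fasted fish, were adjusted within each contrast.

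Levels of a transcript are means of its probes, given with the SD over fish. Exact permutation tests of these levels are two-sided and use all splits of 10 fish into 5 and 5, where the smallest p is 0.00794. Where a probe was well above background in no array of a group, the change is given as a lower bound. A list of 9 cell division transcripts, taken from Table 7 by the function that the paper states, was tested with fry, with adjustment over 3 comparisons, and with camera, and its mean level by the exact permutation test, which was added after the results of the others were seen. Correlations of qPCR and array fold changes were tested with 100000 permutations. Named transcripts follow a rule set before the data were examined. They are those that the paper names in its text or Tables 4 to 9 with a clone identifier, or that were found by name in the study's lists (MMP-7, CD55 and MIP1alpha), and, for directions and contrasts these do not cover, the 3 with the largest mean log2 change in each direction among the called whose groups do not overlap on any probe, or for interactions among the called.

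Signal differed between arrays. The 75th percentile of the intensity ran from 287 to 1309, and 16456 probes were well above background on every array, which limits the precision for dim transcripts. The arrays came from 13 slides scanned on 6 days, and 8 slides held 1 group only. On 4 slides with 13 arrays, negative controls averaged above 75.

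The alternatives were quantile normalization, spike-in scaling, no scaling, the normexp background with an offset of 50, the authors' processed values, a filter for probes well above background on at least 5 arrays, flagged spots kept, 1 probe or the mean of probes, adjustment within comparisons and no fold threshold. Others were fits of the 20 arrays of the day or the 10 arrays compared, blocks for replicate, slide, scan day and bright slides, array weights (statmod 1.5.0 for the random block) and each array left out. Groups without change were simulated in 100 draws, and real labels were compared with 100 splits. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Gene ontology categories and networks, and genes the paper names for which no clone was taken from the paper or the study's lists, were not analysed here.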

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

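All tests of explanations in this part were chosen after the results were seen, and so was the random slide block.

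In 13 of 200 groups of 5 values, for transcripts chosen by the rule for named transcripts, one fish lay far from the other 4, where chance gives about 1 in 20 groups, or 10 of them. These were cyclin-B1 (SAPD00860) at -1.78 and TTK (SAPD14492) at -5.53 in 3STWS replicate 5, alcohol dehydrogenase class VI (SAPD01696) at -3.38 and methionine sulfoxide reductase B3 (SAPD15427) at -3.16 in 3N replicate 5, and eIF5A (SAPD16979) at 3.30 and Bora (SAPD22251) at -2.65 in 3N replicate 4. CD55 (SAPD04321) was at -1.45 in 3WS replicate 5 and SKP2 (SAPD19262) at -0.12 in 3WS replicate 3. Macrophage stimulating 1 (SAPD25367) was at -2.77 in 3ST replicate 2, catenin beta-1 (SAPD03019) at -4.94 in 7ST replicate 2, claudin 1 (SAPD11984) at 0.36 in 7WS replicate 2, and pyruvate dehydrogenase kinase 2 (SAPD10144) at 2.78 in 7N replicate 3 and 1.00 in 7ST replicate 4. As many groups would arise by chance with a binomial p = 0.204, so chance is not excluded. Of the 13, 6 were on slides with brighter negative controls, which hold 32.5% of the arrays (binomial test, p = 0.221). With so few such fish, an effect of these slides and differences between single fish cannot be told apart.

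The response to scale removal on day 3 differed between fed and fasted fish for 4 transcripts. They were cytochrome P450 1A2 (SAPD03868), with a difference of -2.74 on the log2 scale, -0.55 in fed and -3.30 in fasted fish, SAPD20911 (-2.12), SAPD16119 (-1.99) and SAPD23810 (-1.94). The last of these is outside the rule for named transcripts and was added after its values were seen. Of 100 permutations, 2 gave as many, so chance as the only source is argued against. The count rests on single arrays, with 94 called without 3ST replicate 2 and 0 without 3WS replicate 2. With the slide as a random block 0 were called, and with the scan day as a block 619. An effect of single arrays may therefore be enough to set this number, and an interaction of fasting with scale removal stays open.

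The change of the response in fasted fish from day 3 to day 7 was called for 100 transcripts. Only the real labels among 100 permutations gave as many, 1 of 100, which argues against chance. SAPD16129 (4.52), collagen X (SAPD03342, 3.73) and SAPD15020 (3.65) rose in this difference, since they were lower in 3STWS than in 3ST on day 3. SAPD09960 (-3.32) fell. SAPD16603 and M-phase phosphoprotein 1 (SAPD17903) fell too, with fitted values of -2.90 and -2.86. Each had a probe above background in no 3ST fish, so these values are not measured sizes. Without 3STWS replicate 4 the count was 1, and without 3STWS replicate 5 it was 182. With the slides of brighter negative controls as a block it was 7, and 4 of the 5 3STWS arrays were on such slides. Both a single array and these slides may account for much of the count. A shorter response in fasted fish is also open, and the tests do not separate it from the slides.

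The paper does not report a comparison of control fish between the days. In 7N against 3N, 6 transcripts were called, SAPD06065 (2.47), a Cdk inhibitor CIP1 homolog (SAPD23092, 1.85), SAPD08537 (1.83) and SAPD08379 (1.22) higher and SAPD10880 (-1.16) and SAPD23855 (-1.60) lower on day 7. SAPD08379 and SAPD10880 are outside the rule for named transcripts and were added after their values were seen. Of the 100 splits, 1 gave as many, the real one. Leaving out any single array left at least 5, which argues against one array as the source. As 0 arrays of one group shared a slide with the other, slides and days cannot be told apart. The control fish of each day also came from their own tank, so a difference between tanks cannot be told apart from these. Age and time in the tank are biological differences that were not tested.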

How the results depend on the processing

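The alternatives were set before the data were examined, with these exceptions, which are tests chosen after the data were seen. They are the block of slides with bright negative controls, the random slide block beside the fixed one, the list with 2 more cell division transcripts, the array weights, blocks, background, fit and probe-rule settings of the differences of differences and of 7N against 3N where not listed at first, the arrays left out of correlation, overlap and list tests, and the qPCR pairs left out. Counts of called transcripts moved with most choices, and directions of named transcripts seldom did. Of the 149 values of named transcripts, 134 kept both direction and side of the threshold under quantile normalization, 120 under spike-in scaling and 129 with the authors' processed values. For single arrays left out, each value was counted once for each array left out. Of these counts, 1236 kept both, 320 lost the call, 24 gained one and 0 reversed. Of the 149 values, 71 lost the call with no scaling between arrays and 88 with the random slide block.

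Scaling moved the median change of all transcripts. Spike-in scaling shifted it by -0.68 in 3ST against 3N, 0.58 in 3STWS against 3ST, -0.10 in 3STWS against 3N, -0.49 in 7ST against 7N, -0.91 in 7STWS against 7N and -0.42 in 7STWS against 7ST, and the counts follow these shifts. It gave 2094 called transcripts in 3ST against 3N (31 up and 2063 down), 2229 in 3STWS against 3ST (2168 and 61), 248 in 3STWS against 3N (56 and 192), 27 in 7WS against 7N (22 and 5) and 562 in 7ST against 7N (2 and 560). In 7STWS against 7N it gave 2481 (2 and 2479), in 7STWS against 7ST 102 (3 and 99), in 7N against 3N 3 (3 and 0), in the interaction on day 3 9 (8 and 1) and in the change of the fasted response 5669 (14 and 5655), where the medians shifted by 0.56 and -0.996. The cell division list in 7WS against 7N then had a mean log2 change of 0.79, with a p-value of 0.064 by fry.

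With no scaling between arrays, the median shifted by -0.74 in 3WS against 3N, -0.50 in 3ST against 3N, -0.34 in 3STWS against 3N, 0.16 in 3STWS against 3ST, 0.18 in 7WS against 7N, -0.69 in 7ST against 7N, -0.10 in 7STWS against 7N and 0.58 in 7STWS against 7ST. Counts were 441 in 3WS against 3N (0 up and 441 down), 90 in 3ST against 3N (19 and 71), 96 in 3STWS against 3N (4 and 92) and 243 in 3STWS against 3ST (183 and 60). On day 7 they were 6 in 7WS against 7N, 63 in 7ST against 7N (0 and 63), 25 in 7STWS against 7N and 20 in 7STWS against 7ST (20 and 0). In 7N against 3N limma called 0 transcripts, against 194 with an unadjusted p under 0.05 in the scaling of the text. The interaction gave 5 (5 and 0), the change of the fed response 21 and that of the fasted response 22 (22 and 0), with medians shifted by 0.91, 0.92 and 0.42, and the overlap of up-regulated transcripts was 0. The cell division list had mean log2 changes of 0.34 in 3WS against 3N, 1.13 in 7STWS against 7ST and 0.93 in 7WS against 7N, with p-values of 0.526, 0.0393 and 0.078 by fry.

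The normexp background shifted the median by 0.23 in 3WS against 3N, 0.71 in 3ST against 3N, 0.29 in 3STWS against 3N, -0.59 in 3STWS against 3ST, -0.42 in 7WS against 7N, 0.13 in 7ST against 7N, -0.46 in 7STWS against 7N and -0.49 in 7STWS against 7ST. It gave 66, 103 (78 up and 25 down), 67 and 291 called transcripts in 3WS, 3ST and 3STWS against 3N and 3STWS against 3ST. On day 7 it gave 4 (3 and 1), 6 (4 and 2), 38 (30 and 8) and 4, with 5 in 7N against 3N (4 and 1), 0 in the interaction, 1 in the change of the fed response and 0 in that of the fasted response. The medians of these last 4 shifted by 0.44, -0.73, -0.58 and -0.11. Unadjusted, limma had 736 and 911 transcripts for the interaction and the fasted change in the scaling of the text. Directions reversed for LOC406276 (SAPD00618, -0.26) in 7STWS against 7ST, and in 3ST against 3N for C9orf156 (SAPD09826, 0.55), SAPD20026 (0.33) and HSP47 (SAPD20550, 0.21). The cause was not tested.

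Quantile normalization shifted the median by -0.18 in 3STWS against 3ST, -0.11 in 7STWS against 7N and 0.13 in the change of the fasted response. It gave 12 called transcripts in 7N against 3N, 56 in 7STWS against 7N (27 up and 29 down), 10 in 7WS against 7N (8 and 2) and 6 in the interaction (1 and 5). The authors' processed values shifted it by -0.12 in 3WS against 3N, -0.16 in 3STWS against 3N, -0.24 in 3STWS against 3ST, -0.14 in 7ST against 7N, -0.15 in 7STWS against 7N, -0.12 in the interaction and 0.20 in the change of the fasted response. They gave 48 in 7STWS against 7N (17 and 31), 252 in 3ST against 3N (181 and 71), 11 in 7WS against 7N (8 and 3), 16 in 7N against 3N, 8 in the interaction (1 and 7) and 152 in the change of the fasted response. The cause was not tested.

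The rule for probes acted by construction. When 1 probe sufficed, the counts were 433, 865, 447 and 1537 on day 3, in the order of 3WS, 3ST and 3STWS against 3N and 3STWS against 3ST. The day 7 counts, in the same order, were 53, 603, 955 and 108, with 49 in 7N against 3N, 13 in the interaction, 1 in the change of the fed response, 368 in that of the fasted response and an overlap of 55. The mean of the probes tested as 1 value gave 305, 612, 329, 1222, 34, 372, 491 and 47, with 13 in 7N against 3N, 254 in the change of the fasted response and an overlap of 45. With no fold threshold the counts were 344, 515, 408 and 1314 on day 3, and 133, 173 and 46 in 7ST against 7N, 7STWS against 7N and 7STWS against 7ST. The overlap was 82. Adjusting p within each comparison gave 1 in 7WS against 7N, 31 in 7ST against 7N and 1 in 7STWS against 7ST.

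Fewer arrays in the fit leave fewer degrees of freedom. With only the 20 arrays of the day, 117 were called in 3WS against 3N, 118 in 3STWS against 3N, 5 in 7WS against 7N and 34 in 7ST against 7N, with 0 in the interaction and 27 in the change of the fasted response. With only the 10 arrays of the groups compared, the count was 93 in 7STWS against 7N, above that of the fit of all arrays, and 621 in 3STWS against 3ST. The others were 47, 53 and 53 in 3WS, 3ST and 3STWS against 3N, 5 in 7WS against 7N, 5 in 7ST against 7N, 0 in 7STWS against 7ST and 0 in 7N against 3N. Limma had 126 and 194 transcripts in the latter comparisons at an unadjusted p under 0.05 in the fit of all arrays. Restricting the test to probes well above background on at least 5 arrays gave 25, 178, 451 and 53 on day 7, 47 in 7N against 3N, 9 in the interaction and 243 in the change of the fasted response.

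The scan day as a block gave 332, 979, 289 and 1906 on day 3. It gave 36 in 7WS against 7N, 157 in 7STWS against 7N, 120 in 7STWS against 7ST, 3 in 7N against 3N, 619 in the interaction, 3 in the change of the fed response and 990 in that of the fasted response. With the slide as a fixed block, 2 were called in 3WS against 3N, 15 in 3STWS against 3N, 1 in 7WS against 7N and 1 in 7ST against 7N. By limma, 0 were called in 7STWS against 7N, 7STWS against 7ST and 7N against 3N, where 497, 126 and 194 had an unadjusted p under 0.05 without the block. The 3ST comparisons could not be fitted with the fixed block, since no 3ST array shared a slide with another group. Inter-alpha globulin inhibitor H3 (SAPD02183) reversed there to -1.87 in 7WS against 7N, and PSF1 (SAPD00429) to -0.011 in 3WS against 3N. With the slide as a random block the counts were 42, 69, 75, 395, 1, 3, 7 and 1, with 1 in 7N against 3N, 0 in the interaction and 0 in the change of the fasted response. Slides with brighter negative controls as a block gave 122 in 3STWS against 3N, 2 in the interaction and 7 in the change of the fasted response. The cause was not tested.

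Array weights gave 416, 480, 432 and 1319 on day 3, 79, 99, 286 and 35 on day 7, 46 in 7N against 3N, 155 in the interaction, 12 in the change of the fed response and 570 in that of the fasted response. The replicate block gave 189 (58 up and 131 down) in 3WS against 3N, 307 (194 and 113) in 3ST against 3N, 199 (85 and 114) in 3STWS against 3N and 805 (508 and 297) in 3STWS against 3ST. On day 7 the replicate block gave 15 (14 and 1), 60 (27 and 33), 74 (48 and 26) and 14 (5 and 9). Between arrays of equal number, the mean correlation of deviations over 5 pairs ran from -0.146 to 0.240 over the comparisons, and the lowest of a single pair was -0.444. In 3WS against 3N, 3STWS against 3N and 7STWS against 7ST, 3 of the 5 pairs were over 0.1, and in no comparison were all 5, so the replicates were taken to share only a number. Camera in place of fry gave a p-value of 0.00142 for the cell division list in 7STWS against 7ST, with a mean log2 change of 0.55.

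Leaving out single arrays gave from 119 (without 3WS replicate 1) to 255 (without 3N replicate 5) called transcripts in 3WS against 3N, from 183 (3ST replicate 1) to 521 (3ST replicate 2) in 3ST against 3N, and from 113 (3STWS replicate 3) to 262 (3N replicate 5) in 3STWS against 3N. In 3STWS against 3ST they ran from 566 (3STWS replicate 4) to 937 (3ST replicate 2). Day 7 counts ran from 3 (7WS replicate 2) to 13 (7WS replicate 3) in 7WS against 7N, from 31 (7N replicate 2) to 203 (7ST replicate 4) in 7ST against 7N, from 47 (7STWS replicate 5) to 71 (7N replicate 3) in 7STWS against 7N, and from 6 (7STWS replicate 1) to 44 (7ST replicate 4) in 7STWS against 7ST. They ran from 5 (3N replicate 1) to 11 (3N replicate 5) in 7N against 3N, from 0 (3WS replicate 2) to 94 (3ST replicate 2) in the interaction, from 0 (3N replicate 1) to 7 (3N replicate 5) in the change of the fed response and from 1 (3STWS replicate 4) to 182 (3STWS replicate 5) in that of the fasted response. The correlation of the day 3 responses ran from 0.314 (3WS replicate 4) to 0.484 (3N replicate 4) and the overlap from 11 (3N replicate 1) to 61 (3N replicate 4). The mean of the cell division list ran from 0.95 (3N replicate 5) to 1.28 (3N replicate 4) in 3WS against 3N, from 0.43 (7ST replicate 3) to 0.84 (7ST replicate 4) in 7STWS against 7ST and from 0.49 (7N replicate 3) to 0.92 (7WS replicate 5) in 7WS against 7N.

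Smaller changes were called less often, and recovery was not split by signal. A log2 change of 1 lies at the 2-fold threshold of the calls. Of 39379 probes, 4744 were well above background on no array. When 200 changes were added to simulated groups, on average 14 were called at a log2 change of 1, 64.25 at 1.5, 97.75 at 2 and 168.05 at 3. The changes were added to 3WS alone, and p-values were adjusted anew within these otherwise unchanged groups. With so few changes that adjustment is stricter than in the data, where unadjusted p-values up to 0.00174 passed in limma. The numbers recovered therefore understate recovery in the data.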

Differences from the paper's values

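In 3ST against 3N, 115 transcripts were down-regulated here, and for 32 of them a probe was well above background in no 3ST fish. The paper's count is 71. Among the alternatives set before the data were examined, quantile normalization, no scaling between arrays, the authors' processed values and a fit of the 20 arrays of the day came within 1.5 times the paper's count, as did 5 of the 10 settings that leave out an array. The authors' processed values gave 71. Spike-in scaling, the normexp background, the filter on dim probes, flagged spots kept, 1 probe, the mean of the probes, p adjusted within the comparison, no fold threshold, the fit of 10 arrays, the replicate block, the scan day, the random slide block and array weights did not.

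In 7WS against 7N, 1 transcript was down-regulated (SAPD11866) against 4 in the paper. Spike-in scaling, the authors' processed values (3), the filter on dim probes, the mean of the probes and no fold threshold came within the paper's count, as did 3 of the 10 settings that leave out an array. Quantile normalization, no scaling, the normexp background, flagged spots kept, 1 probe, p adjusted within the comparison, the fits of 20 and of 10 arrays, the replicate block, the scan day, the slide block and array weights did not.

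In 7ST against 7N, 25 transcripts were up-regulated against 14 in the paper. Quantile normalization, the authors' processed values (14) and p adjusted within the comparison came within it, as did 4 of the 10 settings that leave out an array. Spike-in scaling, no scaling, the normexp background, the filter on dim probes, flagged spots kept, 1 probe, the mean of the probes, no fold threshold, the fits of 20 and of 10 arrays, the replicate block, the scan day, the slide block and array weights did not.

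In 7STWS against 7N, 49 transcripts were up-regulated, and for 16 of them a probe was well above background in no 7N fish. The paper's count is 17. No scaling between arrays and the authors' processed values (17) came within it, and 0 of the 10 settings that leave out an array did. Quantile normalization, spike-in scaling, the normexp background, the filter on dim probes, flagged spots kept, 1 probe, the mean of the probes, p adjusted within the comparison, no fold threshold, the fits of 20 and of 10 arrays, the replicate block, the scan day, the slide block and array weights did not.

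Over the 4 comparisons of day 7, 92 transcripts were up-regulated against 49 in the paper. Quantile normalization, no scaling, the normexp background, the authors' processed values, p adjusted within each comparison and the fit of 10 arrays came within it, as did 8 of the 20 settings that leave out an array. Spike-in scaling, the filter on dim probes, flagged spots kept, 1 probe, the mean of the probes, no fold threshold, the fit of the 20 arrays of the day, the replicate block, the scan day, the slide block and array weights did not.

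The fold changes in the paper's Tables 4 to 8 are those of the probe with the larger change. From the authors' processed values, the larger probe is within 0.001 of the paper on the log2 scale for 101 of 101 entries. An entry is taken to differ when its direction is the reverse of the paper's or when the gap is above the SD between fish, the larger one of the 2 groups on that probe. By that rule no entry differs from the paper in the scaling of the text, and the largest gap between the scaling of the text and the paper is 1.11, in Table 5.

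The paper gives 0.895 and 0.901 as squared correlations of qPCR with the array. From the authors' processed values r itself is 0.895 and 0.901, with squares of 0.802 and 0.811, and in the scaling of the text r is 0.894 and 0.898, with squares of 0.800 and 0.806.

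Transcripts of the paper's tables that were not called up-regulated were, in 3WS against 3N, ornithine transcarbamylase, beta-ureidopropionase and Rab-like protein 5. They were zinc finger MYND domain containing 17 and USP28 in 3ST against 3N, one beta-2-glycoprotein I transcript (SAPD09760) in 3STWS against 3N and interleukin enhancer-binding factor 2 in 3STWS against 3ST. On day 7 they were TACC3 in 7WS against 7N, ANGPTL4 (SAPD06461), C10orf104 and the ezrin-like protein in 7ST against 7N, ANGPTL4 and dynamin-2 in 7STWS against 7N, and caldecrin, LOC406276 and serpin H1 in 7STWS against 7ST. All of them were called from the authors' processed values. Quantile normalization also called ornithine transcarbamylase, beta-ureidopropionase, SAPD09760, TACC3, ANGPTL4 on both comparisons, the ezrin-like protein, dynamin-2 and LOC406276. Spike-in scaling called ornithine transcarbamylase, Rab-like protein 5, interleukin enhancer-binding factor 2 and TACC3. The mean of the probes called each but USP28 and C10orf104, and 1 probe each but USP28 and TACC3. Array weights called the entries of day 3 and ANGPTL4. The scan day block called the entries of day 3 other than USP28, and also TACC3, LOC406276 and serpin H1. The filter on dim probes called the entries of 3WS against 3N, TACC3, ANGPTL4, LOC406276 and serpin H1. P adjusted within the comparison called interleukin enhancer-binding factor 2, the fit of 10 arrays SAPD09760, the replicate block TACC3 and no fold threshold dynamin-2. The block of slides with bright negative controls, chosen after seeing the values, also called dynamin-2. Leaving out a single array called each of them in some setting, except USP28, interleukin enhancer-binding factor 2 and C10orf104.

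The paper states that PSF1 was up-regulated on both days in each comparison where scale removal was the factor. Here it was called in every such comparison of day 7 and, on day 3, in 3STWS against 3N and in 3STWS against 3ST. In 3WS against 3N it was not called, with a mean log2 change of 1.02 and one probe at 0.99. Spike-in scaling, 1 probe, the mean of the probes, no fold threshold, array weights, and leaving out 3N replicate 4 or 3WS replicate 3 called it there, and the authors' processed values did not.

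The paper states that few up-regulated transcripts were shared between fed and fasted fish without scales. Of the 54 transcripts up-regulated in 3WS against 3N, 37 were up-regulated in 3STWS against 3ST and 30 in 3STWS against 3N. They make up a small part of the 510 up-regulated in 3STWS against 3ST.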

Other observations

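All tests in this part were chosen after the results were seen. The readings of both tests of the label of 3N replicate 5 were settled after their values were seen. At first a value below 0.5 and below every 3WS array was to count against a fish without scales, and a lowest 3WS array above 0.5 against a swap. Both are now left open. The 3WS arrays had a part in the choice of the transcripts, and values from other transcripts go both ways.

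For each comparison, 100 splits of the same arrays into groups of 5 were counted, the real one included. As many transcripts as in the real groups were called in 3 for 3WS against 3N, 2 for 3ST against 3N, 3 for 3STWS against 3N and 1 for 3STWS against 3ST. On day 7 it was 1 for 7WS against 7N, 2 for 7ST against 7N and 1 for 7STWS against 7N. At 0.05 these numbers exclude chance only if arrays are exchangeable. Most comparisons had no slide with arrays of both groups, so chance differences between slides are not excluded. With the slide as a random block, 1, 3 and 7 transcripts were called in 7WS, 7ST and 7STWS against 7N. For 7STWS against 7ST it was 19, so chance is not excluded there. For the change of the fed response it was 100, since limma called 0 transcripts in the real groups, with 200 at an unadjusted p under 0.05. In 3STWS against 3N, a split that parted the arrays of slides with brighter negative controls from the others gave 263 against 187 in the real groups, and with these slides as a block the real comparison gave 122. In 7STWS against 7ST such a split gave 1008 against 16, and 14 with the block. In this last comparison each group has 2 arrays on such slides, and a loss of real changes through them cannot be told apart from a small effect.

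Comparing 3STWS with 3ST gave the most called transcripts, 808, though not with no scaling or with spike-in scaling. With the slides of brighter negative controls as a block 587 were called, 544 of them among the 808, which argues against these slides as the whole cause. The single array with most effect left 566. Without 3STWS replicate 1, the 3STWS array outside these slides, 754 were called, and replicate 1 lay beyond every 3ST array in the same direction for 714 of them (94.7%). Since 0 of the 3ST arrays shared a slide with another group, the slides of 3ST and the state of its fish cannot be told apart. Each group also came from its own tank, and tanks were not tested.

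Probes that were well above background on no array read higher in 3STWS, with a mean of -6.35, than in 3ST, with -7.15. Within groups, arrays on the slides with brighter negative controls read these probes higher by 1.57 on the log2 scale. These slides are a candidate explanation for the higher readings of dim probes, and no biological explanation was tested. In the fifth of probes with the lowest signal, the median change was 0.54 in 3WS against 3N, 0.79 in 3STWS against 3ST and 1.11 in 7ST against 7N.

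Without 3N replicate 5, 255 transcripts were called in 3WS against 3N in place of 179. With the other 3N arrays at 0 and the 3WS arrays at 1, this array lay at 0.787 over those transcripts and at 0.310 over the 27 with a log2 change of at least 3. The lowest 3WS array lay at 0.781, and at 0.538 over the large changes. The deviations of 3N replicate 5 and 3ST replicate 5, which shared a scan day, correlated with r = 0.000476, rank 19 of 35. Arrays of different groups on the same slide had a mean r of only 0.0597. A single pair therefore cannot decide on an effect of the scan day, which stays open. The 3WS arrays had a part in the choice of these transcripts and 3N replicate 5 had none, so their places are not comparable. Over transcripts chosen on the fasted fish, 3N replicate 5 lay below each 3WS array for the 510 up-regulated in 3STWS against 3ST (-0.57, lowest 3WS array -0.20) and for the 22 with a log2 change of at least 3 in either direction (-1.21 and 0.28). For the 298 down-regulated ones, with the sign reversed, it lay among the 3WS arrays, the lowest of which was at 0.72. The 3WS array at -0.20 lay below 3N replicate 4 (-0.05), and over the 22 transcripts each 3WS array lay above each 3N array. A swap with a 3WS array (0.781), a fish without scales under this label (0.310) and a control fish in another state cannot be told apart, because these values go both ways.

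The transcripts up-regulated in 3STWS against 3ST were mostly higher in 3WS than in 3N, 488 of 510. Of the 126 splits of the 3WS and 3N arrays, 10 had as many in one direction, so chance is not excluded for that number. The mean level of the 510 was 0.71 higher in 3WS than in 3N (exact permutation test, p = 0.0159). If arrays are exchangeable, this excludes chance at 0.05 for the level and argues against a low level in the 3ST arrays alone. No slide held arrays of both 3WS and 3N, so an effect of slides on the level is not excluded. Dim probes read higher in both comparisons, so a shared shift of dim probes stays open. A response common to fed and fasted fish is a hypothesis that may be worth a test on other fish.

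The 5 cell cycle transcripts of Table 4 were lower in 3ST than in 3N, with a mean log2 change of -0.99 (fry, p = 0.00164; exact permutation test, p = 0.0159). The list was chosen for a low level in 3N, which would work against this, so selection is argued against. On day 7 the mean change in 7ST against 7N was -0.13 (fry, p = 0.672; exact permutation test, p = 0.738), which leaves open an effect of fasting in the day 3 fish, after 10 days without food. As 0 of the 3ST arrays shared a slide with another group, fasting and slides cannot be told apart for this list.

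Spike-in spots read higher in some 7STWS arrays, with means of 11.4 to 11.8 in replicates 2, 3 and 4 and 9.1 to 11.1 in the other arrays. The amount of spike-in added, and the amount of RNA, were not tested.

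Simulated groups without any change, drawn from the deviations of these arrays, gave 4.76 called transcripts on average in 3WS against 3N, 20.2 in 3ST against 3N, 5.4 in 3STWS against 3N and 13.2 in 3STWS against 3ST, with highest values of 83, 946, 128 and 887.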
